# Premature translation of the *Drosophila* zygotic genome activator Zelda is not sufficient to precociously activate gene expression

**DOI:** 10.1093/g3journal/jkac159

**Published:** 2022-07-25

**Authors:** Elizabeth D Larson, Hideyuki Komori, Zoe A Fitzpatrick, Samuel D Krabbenhoft, Cheng-Yu Lee, Melissa Harrison

**Keywords:** maternal-to-zygotic transition, MZT, zygotic genome activation, ZGA, transcription, translation, *Drosophila*, embryo

## Abstract

Following fertilization, the unified germ cells rapidly transition to a totipotent embryo. Maternally deposited mRNAs encode the proteins necessary for this reprogramming as the zygotic genome remains transcriptionally quiescent during the initial stages of development. The transcription factors required to activate the zygotic genome are among these maternally deposited mRNAs and are robustly translated following fertilization. In *Drosophila*, the mRNA encoding Zelda, the major activator of the zygotic genome, is not translated until 1 h after fertilization. Here we demonstrate that *zelda* translation is repressed in the early embryo by the TRIM-NHL protein Brain tumor (BRAT). BRAT also regulates Zelda levels in the larval neuroblast lineage. In the embryo, BRAT-mediated translational repression is regulated by the Pan Gu kinase, which is triggered by egg activation. The Pan Gu kinase phosphorylates translational regulators, suggesting that Pan Gu kinase activity alleviates translational repression of *zelda* by BRAT and coupling translation of *zelda* with that of other regulators of early embryonic development. Using the premature translation of *zelda* in embryos lacking BRAT activity, we showed that early translation of a zygotic genome activator is not sufficient to drive precocious gene expression. Instead, Zelda-target genes showed increased expression at the time they are normally activated. We propose that transition through early development requires the integration of multiple processes, including the slowing of the nuclear division cycle and activation of the zygotic genome. These processes are coordinately controlled by Pan Gu kinase-mediated regulation of translation.

## Introduction

Regulated gene expression allows a single-celled zygote to divide and differentiate into all the cell types of the adult organism. Transcription factors bind in a sequence-specific manner to the DNA genome to drive these changes in gene expression. Nonetheless, the packaging of the genome into chromatin can limit access to the DNA, with nucleosomes acting as a barrier to transcription-factor binding (Zaret 2020). A specialized subclass of transcription factors, called pioneer factors, can bind to DNA in nucleosomes. This functionality allows pioneer factors to access regions of the genome that are inaccessible to other transcription factors. These pioneer factors facilitate chromatin opening, enabling other factors to bind and activate gene expression (Zaret 2020). Because of these unique characteristics, pioneer factors are instrumental in cellular reprogramming, and misexpression can be detrimental to the animal (Larson, Marsh, *et al.* 2021). Thus, expression of pioneer factors must be precisely controlled during development.

In all animals studied to date, pioneer factors are essential for reprogramming differentiated germ cells to the totipotent embryo following fertilization (Schulz and Harrison 2019). This early developmental transition is initially controlled by maternally provided mRNAs and proteins deposited into the embryo. During this time, the zygotic genome is transcriptionally silent. Gradual activation of the zygotic genome is coordinated with the degradation of maternally deposited products during the maternal-to-zygotic transition (MZT) (Vastenhouw *et al.* 2019). Activation of zygotic transcription requires maternally encoded pioneer factors to reprogram the genome. Since the initial identification of Zelda (ZLD) as the major activator of the zygotic genome in *Drosophila melanogaster* (Liang *et al.* 2008), pioneer factors have been similarly found to be required to activate zygotic transcription in frogs, zebrafish, mice, and humans (Schulz and Harrison 2019). Expression of these factors in tissues apart from the early embryo can lead to defects in development and cancer (Dobersch *et al.* 2019;Larson, Marsh, *et al.* 2021).

Early *Drosophila* development is characterized by a series of 13 rapid, synchronous nuclear divisions with durations on the order of minutes. The rapidity of these divisions is ensured by the absence of any gap phases. Each division is comprised of a DNA synthesis (S phase) followed immediately by mitosis. The division cycle slows at the 14th nuclear division (NC14), and this coincides with the widespread activation of transcription from the zygotic genome. However, zygotic transcription is activated in a gradual process that initiates around the 8th nuclear division (NC8) (Schulz and Harrison 2019; Vastenhouw *et al.* 2019). This activation is coordinated with the degradation of the maternally provided mRNAs that control the initial stages of development. Thus, early development requires the precise coordination of multiple processes: regulation of maternal mRNA stability and translation, transcriptional activation of the zygotic genome, and slowing of the division cycle.

The pioneer factor ZLD is a major activator of the zygotic genome in *Drosophila* (Liang *et al.* 2008; Schulz *et al.* 2015; McDaniel *et al.* 2019). *zld* is maternally deposited as an mRNA and is translationally upregulated ∼1 h after egg laying (AEL) (Harrison *et al.* 2011; Nien *et al.* 2011). ZLD is bound to thousands of loci as early as NC8, marking genes that will be activated during the MZT (Harrison *et al.* 2011; Nien *et al.* 2011). In the absence of maternally deposited *zld*, embryos fail to activate their genome and die at NC14, ∼3 h after fertilization (Liang *et al.* 2008; Schulz *et al.* 2015). A mutation in *zld* that results in a hyperactive version of the protein is also lethal to the embryo (Hamm *et al.* 2017). Thus, both too much and too little of this pioneer factor activity is detrimental to development. Nonetheless, the proteins that regulate translation of *zld* mRNA and thus regulate ZLD protein levels remain largely unknown. It is also unclear whether precocious translation of *zld* would result in aberrant genome activation.

In addition to being required as a maternally contributed mRNA, ZLD is also expressed and required zygotically. Embryos lacking zygotically expressed ZLD die during embryogenesis (Liang *et al.* 2008). We recently identified a function for ZLD in a neural stem cell (neuroblast) population in the developing larval brain (Larson, Komori, *et al.* 2021). ZLD is expressed in the type II neuroblasts and rapidly eliminated from the differentiated progeny. Similar to the early embryo, ZLD levels must be precisely regulated as misexpression of ZLD in the partially differentiated progeny of the type II neuroblast lineage results in extra type II neuroblasts and a tumor-like phenotype (Larson, Komori, *et al.* 2021). During asymmetric neuroblast division, the RNA-binding protein Brain tumor (BRAT) localizes to the differentiating daughter cell and is enriched in the partially differentiated progeny following division (Bowman *et al.* 2008; Komori *et al.* 2014). BRAT is a TRIM-NHL protein that binds (A/U)UGUU(A/G/U) motifs to regulate both mRNA stability and translation in multiple cell types, including the early embryo (Loedige *et al.* 2014, 2015; Laver *et al.* 2015). In *brat*-mutant type II neuroblast lineages, neuroblast self-renewal factors are not downregulated and the partially differentiated progeny revert to neuroblasts (Xiao *et al.* 2012; Komori *et al.* 2014, 2018). The ectopic neuroblasts that are formed over proliferate and form tumors (Betschinger *et al.* 2006). Thus, BRAT functions to shut down the factors that maintain a neuroblast-like fate, and loss of BRAT leads to brain tumors. BRAT likely regulates ZLD levels in the type II neuroblast lineage as it can bind the *zld* 3′UTR in vitro and in vivo knockdown of *zld* can partially suppress the *brat-*mutant phenotype (Reichardt *et al.* 2018).

BRAT, like other TRIM-NHL proteins, is involved in regulating mRNA translation and stability in multiple tissues, including the early embryo (Connacher and Goldstrohm 2021). In the embryo, BRAT functions with the cofactors Pumilio (PUM) and Nanos to regulate translation of target genes such as *hunchback* (Sonoda and Wharton 2001; Loedige *et al.* 2014; Arvola *et al.* 2017). Nonetheless, recent data demonstrated that BRAT can also bind RNA independently and regulate mRNA stability (Laver *et al.* 2015; Loedige *et al.* 2015). *zld* mRNA is bound by BRAT in the early embryo but is not bound by PUM, suggesting *zld* may be directly regulated by BRAT. Gene expression analysis from embryos lacking functional BRAT identified increased levels of ZLD-target genes. Thus, BRAT may function in the early embryo to suppress ZLD levels. However, whether BRAT promotes degradation of *zld* mRNA or represses *zld* translation was unclear. Given known roles in directing post-transcriptional regulation in both the embryo and the larval neuroblasts, we sought to investigate whether translational regulation of *zld* by BRAT was a shared mechanism in both tissues to limit function of this pioneer factor and to determine whether premature expression of ZLD could drive precocious activation of the zygotic genome.

## Materials and methods

### Drosophila *strains and genetics*

All stocks were grown on molasses food at 25°C. Fly strains used in this study: *w^1118^, twe^HB5^ cn bw/CyO* (Courtot *et al.* 1992)*, Elav-Gal4 hs-flp, UAS-mCD8::GFP* (BDSC#5146), *tub-Gal80, FRT40A* (BDSC#5192), *FRT40A* (Lee *et al.* 2000), *Wor-Gal4; tub-Gal80^ts^* (Komori *et al.* 2014), *y png^[50]^ w/FM6* (Fenger *et al.* 2000), *plu^[1]^/CyO* (Shamanski and Orr-Weaver 1991), *plu^[3]^/CyO* (Shamanski and Orr-Weaver 1991), *brat^150^, FRT40A* (Betschinger *et al.* 2006)*, brat^Df(2L)TE37C-7^/CyO* (Stathakis *et al.* 1995), *brat^fs1^/CyO* (Schüpbach and Wieschaus 1991), and *His2Av-RFP(III)* (BDSC#23650).*brat^150^* clones were generated using larvae that were cultured at 25°C after larval hatching. At 24 h after larval hatching, larvae were heat shocked at 37°C for 90 min to induce clones. After the heat shock, they were cultured at 25°C again. Brains were dissected at 96 h after larval hatching for clone analysis.*twe^HB5^ cn bw/CyO* sterile males were crossed to *w^1118^* females to collect unfertilized embryos for western blot. *png-*mutant embryos were collected from *png^[50]^*/*png^[50]^* mothers crossed to their brothers. *plu-*mutant embryos were generated by crossing *plu^[1]^/CyO* and *plu^[3]^/CyO* flies. *plu^[1]^/plu^[3]^* female progeny was then crossed to their brothers, and the embryos from these *plu^[1]^/plu^[3]^* mothers were collected for western blot. *brat-*mutant embryos were generated by crossing *brat^Df(2L)TE37C-7^/CyO* and *brat^fs1^/CyO*. *brat^Df(2L)TE37C-7/fs1^* female progeny were collected crossed to their brothers. The embryos from these *brat^Df(2L)TE37C-7/fs1^* mothers were collected for western blot and qRT-PCR. *brat^Df(2L)TE37C-7^/CyO; His2Av-RFP(III) (*generated for this manuscript) were used in crosses to generate *brat-*mutant embryos for RNA-seq and nuclear-cycle timing. The *brat^fs1^* mutation results in a G774D amino acid substitution in the NHL domain that causes female sterility (Schüpbach and Wieschaus 1991; Arama *et al.* 2000; Sonoda and Wharton 2001).

We initially planned to use embryos that were heterozygous for the *brat-*mutant alleles (*brat* hets) as controls (*brat^fs1/+^* and *brat^Df/+^*)*.* However, upon further analysis we discovered that these heterozygous embryos display differential gene expression when compared with *His2AvRFP* embryos (Supplementary Fig. 1). 

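The *brat* hets were sequenced as single oocytes and as single embryos at NC10, NC12 and later NC14, with 4 replicates (A to D) at each stage. The values analysed are the numbers of reads that the authors counted on each gene, without normalization. Between 4000899 and 17191659 reads per *brat* het library were counted on genes. For each comparison, genes with at least 50 reads summed over its libraries were tested with edgeR's quasi-likelihood F-test after TMM normalization. A gene was called at the paper's thresholds, an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1. Of 6890 genes tested at NC10, 141 were called higher and 96 lower in embryos laid by *brat* heterozygotes than in *HisRFP* embryos. Of 7624 genes tested in oocytes, 90 were called higher and 56 lower in *brat* hets. Replicates of different genotypes share letters, so the comparisons were also fitted with the replicate letter as a block. How far same-lettered libraries deviated from their group means together was measured by Pearson's r across genes, and genes are not independent replicates. This r averaged -0.118 at NC10, where the block gave 115 genes higher and 75 lower. In oocytes it averaged -0.178, and the block gave 14 genes higher and 7 lower, the lowest counts of any alternative. With edgeR's test replaced by DESeq2's Wald test, 253 genes were higher and 136 lower in *brat* het oocytes, and leaving out each oocyte in turn gave 26 to 262 higher and 13 to 145 lower.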

At NC10 over half of the genes that were mis-regulated in the *brat-*mutant embryos were also mis-regulated in the embryos laid by *brat* heterozygotes (Supplementary Fig. 1a). 

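In *brat*-mutant NC10 embryos, 224 genes were called against *HisRFP*, and 134 of them (59.8%) were also called in *brat* het embryos in the same direction. The Wilson 95% confidence interval of this share runs from 53.3% to 66.0% and covers only the counting error over genes. The shared genes comprise 80 that were higher and 54 that were lower. Of the 223 called genes that were also tested in *brat* hets, 221 had a log2 fold change of the same sign there. The median ratio of the *brat* het log2 fold change to the *brat*-mutant log2 fold change was 0.848. Both comparisons used the same *HisRFP* embryos, which alone favours equal signs and shared calls. The values that this alone would give were not computed. With the replicate letter as a block, 103 of 189 genes (54.5%) were shared. Compared directly at NC10, 6848 genes were tested between *brat*-mutant and *brat* het embryos, with 4 called higher and 8 lower in *brat*-mutant embryos and 489 at an unadjusted p under 0.05. Same-lettered libraries of these groups deviated together with a mean r of 0.170, and the paired fit, with the letter as a block, gave 2 genes higher and 1 lower.

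**Figure D1:**
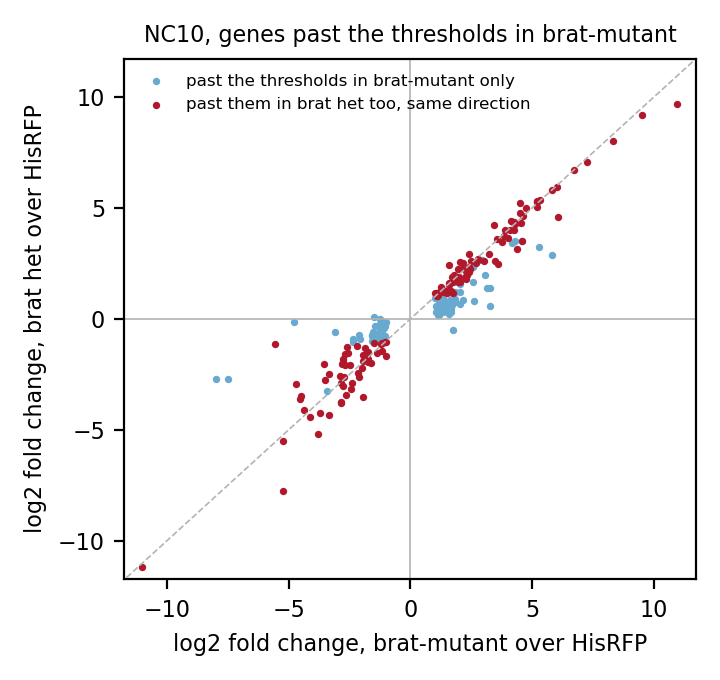
Log2 fold changes against *HisRFP* embryos at NC10, with *brat*-mutant embryos on the x axis and *brat* het embryos on the y axis. Each point is a gene called in *brat*-mutant embryos and tested in both comparisons, red if it was also called in *brat* hets in the same direction and blue otherwise, and the dashed line marks equal values; most points lie on the side of the same sign (221 of 223).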

Not one particular allele contributes to these changes as when we overlapped the genes that were mis-regulated in the *brat^fs1/+^* and *brat^Df/+^* NC10 embryos, a large percentage of them are shared (Supplementary Fig. 1c and d). 

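Oocyte libraries held between 4649589 and 11842094 reads from *brat* mutants and between 5512152 and 19725875 reads from *HisRFP* flies, with 4 oocytes of each genotype. Of 7310 genes tested, 50 were called higher and 34 lower in *brat*-mutant oocytes, and 1173 had an unadjusted p under 0.05. The counts depended most on which libraries entered the fit: with all 62 libraries of the study in a common fit, 154 genes were higher and 430 lower. Leaving out each oocyte in turn gave 33 to 53 genes higher and 19 to 99 lower. *CG32373* (FBgn0052373, 3L from 7650548 to 7759123 on the plus strand) had 3.50 ± 1.14 CPM (reads per 1000000 counted reads, scaled by TMM, SD, n = 4) in *brat*-mutant oocytes and 47.0 ± 16.2 CPM (SD, n = 4) in *HisRFP* oocytes, a log2 fold change of -3.75 (standard error 0.33, adjusted p = 0.000828). *Cyp4e2* (FBgn0014469, 2R from 8444560 to 8447164 on the plus strand), a cytochrome P450 gene, had 69.0 ± 7.75 CPM (SD, n = 4) in *brat*-mutant oocytes and at most 1.20 CPM in a *HisRFP* oocyte, with an adjusted p of 0.00144. In *brat* het oocytes *Cyp4e2* was called too (log2 fold change 7.21), whereas *CG32373* was not past the threshold (-1.93).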

Additionally, we found that many genes are already mis-regulated in a *brat-*mutant oocyte. And many of these mis-regulated genes are similarly mis-regulated in the *brat-*heterozygous oocytes (Supplementary Fig. 1b). 

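Of the 84 genes called in *brat*-mutant oocytes, 44 (52.4%, Wilson 95% confidence interval 41.8% to 62.7%) were also called in *brat* het oocytes in the same direction, 32 of them higher and 12 lower. Of the 83 called genes tested in both comparisons, 81 had a log2 fold change of the same sign. The median ratio of the *brat* het log2 fold change to that of the mutant was 0.835. Both comparisons used the same *HisRFP* oocytes, which alone favours equal signs and shared calls. The share of 52.4% depended on the test: it was 38.7% (132 of 341 genes) with DESeq2's Wald test and 13.6% (16 of 118 genes) with the replicate letter as a block. Compared directly, 60 of 7150 genes were called higher and 476 lower in *brat*-mutant than in *brat* het oocytes. Among the genes that were lower are genes of the eggshell, such as *Cp15*, with 17408 to 48777 CPM in *brat* het oocytes and 45.3 ± 35.3 CPM (SD, n = 4) in *brat*-mutant oocytes. *Cp15* varied from 1.36 to 28584 CPM between *HisRFP* oocytes.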

Based on the observed gene expression changes in the embryos laid by heterozygotes, we decided to use *His2AvRFP* flies (*HisRFP*) as controls.

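At NC12, 385 genes were called in *brat*-mutant embryos against *HisRFP*, and 181 of them (47.0%) were called in the same direction in *brat* hets. At later NC14, the shared genes were 202 of 1080 (18.7%). The median ratio of the *brat* het to the *brat*-mutant log2 fold change was 0.744 at NC12 and 0.513 at later NC14. These comparisons also shared the *HisRFP* embryos of each stage. Compared directly at NC12, 81 of 6893 genes were called higher and 39 lower in *brat*-mutant than in *brat* het embryos. Same-lettered libraries deviated together with a mean r of 0.257 in this comparison, and the paired fit with the letter as a block gave 92 genes higher and 74 lower. At later NC14, 119 of 7712 genes were higher and 32 lower in *brat*-mutant embryos, the mean r was -0.177, and the block gave 62 genes higher and 6 lower.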

To generate transgenes for ectopic expression of ZLD regulated by various 3′UTRs, we cloned the open reading frame for ZLD-RB and 3′UTRs into pUASt-attB using standard PCR, restriction digest and ligation procedures. BRAT-binding element (BRE) mutations in the 3′UTR of *zld* were cloned using iPCR and gBlocks containing BRE mutations (Integrated DNA Technologies, Coralville, IA). BREs were mutated from UGUU to CGCU. These transgenes were integrated at ZH-86Fb site on chromosome 3 using φC31-mediated integration (Bischof and Basler 2008) (BestGene, Chino Hills, CA). The *Wor-Gal4; tub-Gal80^ts^* driver was used to drive ectopic expression of ZLD in the larval type II neuroblast.

#### Immunoblotting

Proteins were transferred to 0.45 μm Immobilon-P PVDF membrane (Millipore, Burlington, MA) in transfer buffer (25 mM Tris, 200 mM Glycine, 20% methanol) for 75 min at 500 mA at 4°C. The membranes were blocked with blotto (2.5% nonfat dry milk, 0.5% BSA, 0.5% NP-40, in TBST) for 30 min at room temperature and then incubated with rabbit anti-ZLD (1:750) (Harrison *et al.* 2010), or anti-Tubulin (DM1A, 1:5,000) (Sigma, St. Louis, MO), overnight at 4°C. The secondary incubation was performed with goat antirabbit IgG-HRP conjugate (1:3,000) (Bio-Rad, Hercules, CA) or antimouse IgG-HRP conjugate (1:3,000) (Bio-Rad) for 1 h at room temperature. Blots were treated with SuperSignal West Pico PLUS chemiluminescent substrate (Thermo Fisher Scientific, Waltham, MA) and visualized using the Azure Biosystems c600 or Kodak/Carestream BioMax Film (VWR, Radnor, PA).

#### Immunofluorescent staining of larval brains and antibodies

Third instar larval brains were dissected in PBS and fixed in 100 mM Pipes (pH 6.9), 1 mM EGTA, 0.3% Triton X-100 and 1 mM MgSO_4_ containing 4% formaldehyde for 23 min. Fixed brain samples were washed with PBST containing PBS and 0.3% Triton X-100. After removing fix solution, samples were incubated with primary antibodies for 3 h at room temperature. Samples were washed with PBST and incubated with secondary antibodies overnight at 4°C. The next day samples were washed with PBST and then equilibrated in ProLong Gold antifade mountant (ThermoFisher Scientific). The confocal images were acquired on a Leica SP5 scanning confocal microscope (Leica Microsystems Inc, Buffalo Grove, IL). Ten brains per genotype were used to obtain data in each experiment. Antibodies used include rabbit anti-ZLD (1:500) (Harrison *et al.* 2010), rat anti-DPN Antibody (1:2) (clone 11D1BC7.14) (Lee *et al.* 2006), rabbit anti-ASE (1:400) (Weng *et al.* 2010), and chicken anti-GFP Antibody (1:2,000) (Aves Labs, Davis, CA, Cat #GFP-1020).

#### Immunofluorescent staining of ovaries

Adult female ovaries were dissected in PBS with individual ovarioles separated, then fixed in PBS containing 4% paraformaldehyde for 15 min. Fixed ovaries were washed and permeabilized with PBST (PBS and 0.1% Triton X-100). After permeabilization, ovaries were incubated anti-ZLD antibody overnight at 4°C. The following day, samples were washed with PBST and incubated for 2 h with secondary antibody. Samples were washed with PBST, then incubated with PBS plus DAPI (1:5,000). Samples were washed with PBS, mounted in 70% glycerol solution, and imaged on a Nikon Eclipse Ti2 epifluorescent microscope. Antibodies used include rabbit anti-ZLD (1:100) (Harrison *et al.* 2010), and goat antirabbit Alexa Fluor 594 secondary (1:1,000) (Thermo Scientific, Waltham, MA, Cat # A-11037).

#### *Quantification of* zld *mRNA levels in* brat*-mutant embryos*

To assess *zld*-transcript levels in wild-type and *brat*-mutant embryos, total RNA was isolated (see RNA-seq) from 10 embryos collected from *w^1118^* or *brat*-mutant females (as described above). The total RNA was then used to prepare single-stranded cDNA by reverse transcription using random primers and Superscript IV reverse transcriptase (Invitrogen, Waltham, MA). The single-stranded cDNA was used to perform quantitative real-time PCR with primers specific to the *zld* transcript, as well as *Act5C* (see reagents table for primer sequence) as a control mRNA that is unaffected in *brat* mutants, using GoTaq qPCR Master Mix (Promega, Madison, WI, Cat #A6001).

#### Single-oocyte and embryo RNA-seq

Single *His2Av*-*RFP(III), brat^Df/fs1^; His2Av-RFP(III)* or *brat* heterozygous*; His2Av-RFP(III)* embryos (3–4 replicates per time point) were dechorionated in 100% bleach for 1′, mounted in halocarbon (700) oil (Sigma Aldrich, St. Louis, MO) on a coverslip, and imaged using a Nikon Ti-2e Epiflourescent microscope using a 60× objective. The nuclear cycle was identified following mitosis based on His2Av-RFP marked nuclear density (calculated by the number of nuclei/2,500 μm^2^). At the indicated time, embryos were picked into Trizol (Invitrogen, Cat #15596026) with 200 μg/ml glycogen (Invitrogen, Cat #10814010) and pierced with a 27G needle to release the RNA for 5 min. Late-stage single oocytes (4 replicates per genotype) were dissected from the ovaries of the mothers of the respective genotype and staged based on morphology. The oocytes were picked into Trizol (Invitrogen, Cat #15596026) with 200 μg/ml glycogen (Invitrogen, Cat #10814010) and pierced with a 27G needle to release the RNA for 5 min. RNA was extracted and RNA-seq libraries were prepared using the TruSeq RNA sample prep kit v2 (Illumina, San Diego, CA). Seventy-five base pair reads were obtained using an Illumina NextSeq500 sequencer at Northwestern Sequencing Core (NUSeq Core). This protocol is expanded in McDaniel and Harrison (2019).

#### RNA-seq analysis

Raw reads were aligned to the BDGP *D. melanogaster* genome release 6 (dm6) using hisat2 v2.1.0 with the following parameters: -k 2 –very-sensitive (Kim *et al.* 2015). Reads aligning to multiple locations were discarded. SAMtools was used to filter (-q 30) and convert file formats (Li *et al.* 2009). Reads were assigned to annotated genes using featureCounts v1.5.3 (Liao *et al.* 2014) using default parameters and the UCSC annotation (r6.20). The resultant table of read counts was imported into R v4.1.0, and differential expression was determined using DESeq2 v1.33.5. (Love *et al.* 2014). Genes with <50 reads across all samples were filtered out. Differential expression [adjusted *P*-value <0.05 and log_2_(fold change) >1] was determined using the standard DESeq2 analysis. Read counts were *z* score normalized for visualization of the time course line graphs. To identify ZLD-target genes, previously determined ZLD ChIP peaks were assigned to the nearest gene [ChIP from Harrison *et al.* (2011), reanalyzed by Larson, Komori, *et al.* (2021)]. Previously identified BRAT-regulated transcripts and BRAT-bound transcripts were from Laver *et al.* (2015). Zygotically and maternally expressed genes, as well as the timing of zygotic gene expression, were previously defined (Lott *et al.* 2011; Li *et al.* 2014; Strong *et al.* 2020). Lists of differentially expressed genes are in Supplementary Table 1.

#### Nuclear-cycle timing

Single *brat^Df(2L)TE37C-7/fs1^; His2Av-RFP(III)* embryos were prepared and mounted as for RNA-seq above. S-phase was timed from the exit of mitosis to the first sign of nuclei condensation.

## Results

### ZLD levels depend on the Pan Gu kinase

*zld* mRNA is deposited in the embryo and translated ∼1 h after fertilization with a dramatic increase in *zld* translational efficiency occurring at the oocyte-to-embryo transition (Harrison *et al.* 2010; Nien *et al.* 2011; Eichhorn *et al.* 2016). To understand how ZLD protein levels are precisely controlled, we determined whether the timing of *zld* translation depended on fertilization of the oocyte. Immunoblots on both fertilized and unfertilized embryos harvested in 1-h increments after egg laying (AEL) showed that ZLD protein levels increased regardless of whether the oocytes were fertilized (Fig. 1a). Thus, a maternally regulated process controls the timing of *zld* translation.

**Fig. 1.**
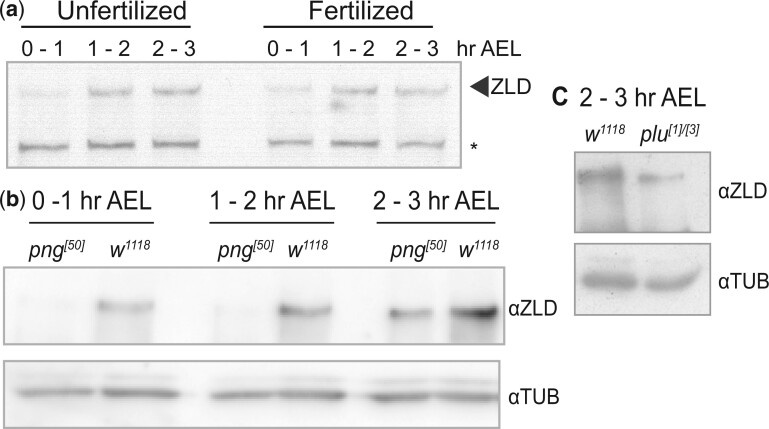
Translational upregulation of ZLD is reduced in PNG kinase complex mutants. a) Immunoblots with anti-ZLD antibody on unfertilized or fertilized embryos collected at 1-h time points AEL. Nonspecific background (*) band serves as loading control. b) Immunoblots on control (*w^1118^*) or *png*-mutant embryos at 1-h intervals AEL. Tubulin is shown as a loading control. c) Immunoblots on control (*w^1118^*) or *plu-*mutant embryos at 2–3 h AEL. Tubulin is shown as a loading control.

Translation in the early embryo is broadly regulated by the Pan Gu (PNG) kinase, which phosphorylates and inactivates translational repressors (Kronja, Whitfield, *et al.* 2014; Kronja, Yuan, *et al.* 2014; Eichhorn *et al.* 2016; Hara *et al.* 2018). PNG is comprised of 3 subunits [Pangu (PNG), Giant nuclei (GNU), and Plutonium (PLU)] and is subject to precise control such that it is active in a short window following egg activation (Hara *et al.* 2017). Embryos with mutations in PNG subunits arrest in early development with failures in nuclear division resulting from the failure to translate *cyclin B* (Shamanski and Orr-Weaver 1991; Fenger *et al.* 2000; Lee *et al.* 2003; Vardy and Orr-Weaver 2007). We performed immunoblots for ZLD in embryos lacking functional PNG subunits, PNG or PLU. ZLD levels were reduced in embryos laid by *png^[50]^* mutant mothers during the 3 hours AEL when compared with *w^1118^* control embryos (Fig. 1b). Similarly, in 2–3 h AEL embryos laid by *plu^[1]/[3]^* mutant mothers, ZLD levels were lower than controls (Fig. 1c). Because *zld* translation occurs in the absence of fertilization, we can conclude that the decrease in ZLD levels in these mutants is due to defects in PNG kinase activity rather than the failure of the embryos to develop.

### BRAT regulates ZLD levels in larval neuroblasts through consensus binding sites

As in the early embryo, ZLD levels in the type II neuroblast lineage of the larval brain are tightly controlled (Reichardt *et al.* 2018; Larson, Komori, *et al.* 2021). In the neuroblast lineage, ZLD levels are controlled by Brain Tumor (BRAT), which binds to *zld* mRNA and has been suggested to degrade it (Reichardt *et al.* 2018). In wild-type animals, ZLD is rapidly eliminated from the partially differentiated progeny [immature intermediate neuroblast progenitor (immINP)] following asymmetric neuroblast division (Fig. 2a and b) (Reichardt *et al.* 2018). In contrast, in a *brat* mutant, ZLD protein is retained in both cells following division (Fig. 2b) (Reichardt *et al.* 2018). The *zld* 3′UTR contains multiple BREs (Fig. 2c), and these can be bound by BRAT in vitro (Reichardt *et al.* 2018).

**Fig. 2.**
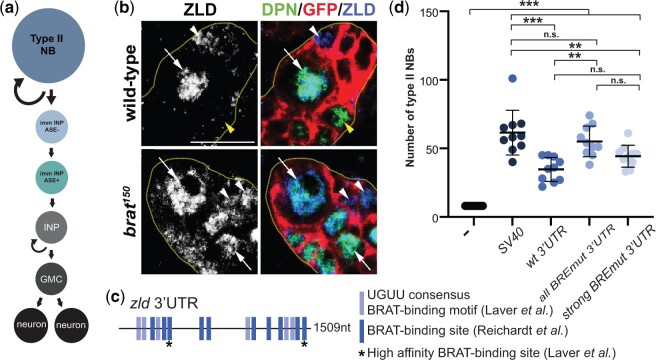
BRAT-binding sites in the 3′UTR of *zld* regulate ZLD activity in the larval neuroblasts. a) Schematic of the type II neuroblast (NB) lineage. immINP, immature intermediate neural progenitor (INP); GMC, ganglion mother cell. b) Immunostaining of wild-type or *brat^150^* clones in the third instar larval brains for Deadpan (DPN) (a marker of neuroblasts and INPs), ZLD, and GFP to mark the clone. Dashed yellow lines mark the clone boundary. White arrows indicate type II neuroblasts. White arrowheads represent Asense negative (ASE-) immature INPs, and yellow arrowheads indicate mature INPs. Scale bar = 10 μm. c) Schematic of the *zld* 3′UTR with previously identified BRAT (UGUU) motifs highlighted. Asterisks indicate 2 strong binding sites as determined by RNAcompete. d) Quantification of type II neuroblasts when ZLD is overexpressed from reporters with the 3′UTRs indicated below. Error bars indicate SD. **P < 0.005, ***P < 0.0001, and n.s., nonsignificant as determined by a 1-way ANOVA test with post hoc Tukey’s multiple comparisons test.

In the larval brain there are exactly 8 type II neuroblast per lobe. Loss-of-function in *brat* results in extra neuroblasts, and this can be partially suppressed by knockdown of *zld* (Reichardt *et al.* 2018). We recently demonstrated that in wild-type brains overexpression of *zld* with the SV40 3′UTR, which is commonly used for transgene expression and stabilizes mRNA, results in extra stem cells (61.5 ± 15.9 type II neuroblasts) (Fig. 2d) (Larson, Komori, *et al.* 2021). We therefore used this quantitative system to determine whether BRAT mediates regulation of ZLD levels through binding to the 3′UTR. Expression of *zld* with the endogenous 3′UTR resulted in fewer extra neuroblasts (34.7 ± 8.5 type II neuroblasts) when compared with *zld* with the SV40 3′UTR (Fig. 2d), supporting a role for the 3′UTR in regulating ZLD activity in the neuroblasts. We then mutated all 16 identified BREs in the *zld* 3′UTR. Overexpression of *zld* regulated by the 3′UTR containing mutations in all 16 putative BREs resulted in significantly more neuroblasts (55.1 ± 10.9 type II neuroblasts) than the wild-type *zld* 3′UTR (*P*-value = 0.0006, ANOVA with post hoc Tukey’s multiple comparisons test) (Fig. 2d). RNAcompete predicted that 2 of the BREs in the *zld* 3′UTR were high-affinity (strong) BREs (Fig. 2a) (Laver *et al.* 2015). To test the relative contribution of these 2 BREs, we created transgenes in which only these 2 BREs were mutated in the *zld* 3′UTR. When compared with the number of neuroblasts induced when all 16 BREs were mutated, mutation of only the strong BREs did not result in a significant difference (44.3 ± 7.8 type II neuroblasts). Together these data support a role for BRAT in regulating ZLD levels in the neuroblast lineage by binding preferentially to a subset of BREs in the 3′UTR.

### BRAT regulates ZLD levels in the early embryo

In the early embryo, BRAT regulates both mRNA translation and stability, is bound to *zld* mRNA and the translational efficiency of *zld* dramatically increases (Laver *et al.* 2015; Eichhorn *et al.* 2016). This, together with our demonstration of the role of BRAT in regulating *zld* in the neuroblasts, suggested that BRAT may regulate *zld* translation in the early embryo. To test this, we immunoblotted for ZLD in staged control (*w^1118^*) and *brat-*mutant embryos (embryos laid by *brat^Df/fs1^* mothers) (Fig. 3a). *brat*-mutant embryos are devoid of functional BRAT and do not survive past embryogenesis (Schüpbach and Wieschaus 1991; Stathakis *et al.* 1995; Arama *et al.* 2000; Sonoda and Wharton 2001; Loedige *et al.* 2014). In *w^1118^* embryos, ZLD levels increased normally from 0 to 3 h AEL. In contrast, at 0–1 h AEL in *brat-*mutant embryos ZLD protein levels were already at levels similar to controls at 1–2 h AEL, after *zld* translation increased (Fig. 3a). This premature increase in ZLD levels in *brat*-mutant embryos is not due to changes in the total RNA present. RT-qPCR for *zld* in control (*w^1118^*) and *brat-*mutant embryos at 2 time points, stage 2–3 and stage 5, showed that *zld* mRNA levels remained relatively constant when compared with an internal control, *Act5C* (Fig. 3b). Immunostaining for ZLD on ovaries from *brat-*mutant and control (*w^1118^*) females did not identify ZLD protein in the developing oocyte (Supplementary Fig. 2). This suggests that additional proteins may translationally repress *zld* in the developing oocyte (Flora *et al.* 2018) or that the protein product of the *brat^fs1^* allele is capable of repressing *zld* in the oocyte. We did not image late-stage oocytes because of strong autofluorescence, so it is also remains possible that BRAT represses *zld* translation at these later stages of oogenesis. Based on these and previously published data, we propose that BRAT binds to *zld* mRNA in the late-stage oocyte and represses translation. This is repression is relieved by the activity of the PNG kinase, which is activated following fertilization. Upon loss of functional BRAT, *zld* is prematurely translated in the early embryo.

**Fig. 3.**
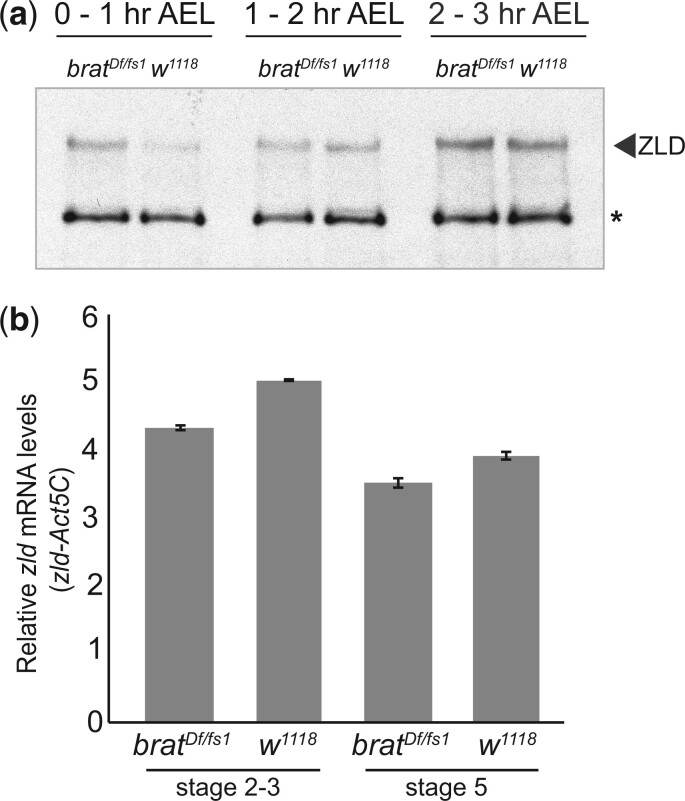
BRAT regulates ZLD levels in the early embryo. a) Immunoblots on control (*w^1118^*) or *brat^Df/fs1^* embryos at 1-h intervals AEL. Nonspecific background band (*) serves as a loading control. b) RT-qPCR quantification of *zld* mRNA levels when compared with *Act5C* control. Error bars indicate normalized SD from 2 biological replicates.

### Premature ZLD expression results in increased, but not precocious target-gene expression

Our data suggested that translational repression of *zld* by BRAT in the early embryo was alleviated, directly or indirectly, within the first hour following fertilization by the activity of the PNG kinase, and prior data demonstrated that too much ZLD activity was lethal to the embryo. Based on these observations, we hypothesized that precocious translation of *zld* might be detrimental to the embryo by driving premature expression of ZLD-target genes. Supporting this hypothesis, these ZLD-target genes had increased expression in *brat*-mutant embryos 1.5–3 h AEL as assayed by microarray (Laver *et al.* 2015). At this early stage of embryonic development, the syncytial nuclei are rapidly dividing, and transcription is gradually activated over about 1 h of development, culminating in a major wave of gene expression when the nuclear division cycle slows at ∼2 h after fertilization. Thus, based on the published microarray data that were generated from bulk collections of timed embryos, it was not possible to determine whether the identified increase in ZLD-target gene expression was due to precocious gene expression or, instead, an increase in expression at the time of normal transcriptional activation.

To determine whether premature ZLD expression can drive precocious gene expression, we performed single embryo RNA-seq on *brat*-mutant and control (*HisRFP*) embryos at 6 precise time points spanning late oocytes and early embryogenesis. 

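*HisRFP* flies carry His2Av-RFP, a histone fused to a red fluorescent protein that makes the nuclei visible, as do the flies crossed to obtain the *brat*-mutant embryos. Each library was made from a single oocyte or embryo, with 4 replicates (A to D) per genotype and stage, except at NC13, where 3 replicates (A, C and D) were sequenced. The authors aligned the reads to dm6 with hisat2, discarded reads that aligned to multiple locations and counted the rest on genes with featureCounts. No filter on low counts had been applied, and 17405 gene identifiers (99.4%) were matched to a gene name. Reads counted on genes had a median of 13926535.5 per *brat*-mutant NC10 embryo and 11471866 per *HisRFP* NC10 embryo. The medians were 9593539.5 and 10623007.5 at NC12, and 26609499 and 23339243 at NC13. At early NC14 they were 24352258 in *brat*-mutant and 24644249 in *HisRFP* embryos, and at later NC14 9311321 and 10399242.5. NC13 and early NC14 libraries were thus sequenced more deeply than those of the other stages in both genotypes, and the genotypes were compared within a stage. Gene expression is given as CPM with TMM factors computed over all 62 libraries, on the 10445 genes with at least 50 reads in all. In each library, 3 reads on a gene were taken as the least that the depth can show. Reads are not independent molecules, and this floor covers counting error only.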

Embryos were precisely staged based on imaging the nuclear density of a fluorescently tagged histone (His2Av-RFP). RNA-seq was performed on single oocytes and single embryos at NC10, half-way into NC12 (NC12^+5min^), half-way into NC13 (NC13^+8min^), at the beginning of NC14 (NC14^+5min^), and half-way into NC14 (NC14^+30min^) (Fig. 4a). 

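The *brat* gene (FBgn0010300, 2L from 19133816 to 19179758 on the plus strand) was detected in every library of both genotypes. Its mRNA was at 558 ± 106 CPM (SD, n = 4) in *brat*-mutant NC10 embryos and 854 ± 110 CPM (SD, n = 4) in *HisRFP* embryos, a log2 fold change of -0.59 (standard error 0.15, adjusted p = 0.0568). At NC14 +5min the order was the opposite, with 989.9 ± 28.6 CPM (SD, n = 4) in *brat*-mutant and 101 ± 5.65 CPM (SD, n = 4) in *HisRFP* embryos, a log2 fold change of 3.26 (standard error 0.11, adjusted p = 2.41e-07). *zld* mRNA (FBgn0259789, X from 19766465 to 19783548 on the minus strand) rose from 508 ± 348 CPM (SD, n = 4) in *HisRFP* oocytes to 1702 ± 306 CPM (SD, n = 3) at NC13 +8min. In *brat*-mutant embryos it was called at NC14 +5min only, at 4119 ± 3258 CPM (SD, n = 4) against 1169 ± 169 CPM (SD, n = 4) in *HisRFP* embryos, a log2 fold change of 1.80 (standard error 0.45, adjusted p = 0.0188). Replicate C held most of that spread, and without it the log2 fold change was 1.07. At NC10, NC12 +5min and NC13 +8min the log2 fold changes of *zld* were -0.02, 0.09 and 0.20, and none was past the threshold. With the replicate letter as a block, since the mean r between same-lettered libraries was -0.280 at NC12 +5min and -0.190 at NC13 +8min, those of *zld* were 0.10 and 0.21 at these stages. The log2 fold changes of *Act5C* (FBgn0000042, X from 5900861 to 5905399 on the plus strand), an actin gene, lay between -0.06 at NC14 +30min and 0.14 at NC14 +5min.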

To validate the data collected, we performed principal component analysis (PCA). We included previously published single-embryo RNA-seq data from wild-type embryos for comparison (Lott *et al.* 2011). 

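Principal components were computed on the log2 CPM of the 500 most variable genes over the 46 *brat*-mutant and *HisRFP* libraries. The first component held 75.1% of the variance and the second 15.3%. Stage accounted for 97.1% of the variation along the first component and 95.2% along the second, and genotype within a stage for 0.359% and 0.806%. For 38 of the 46 libraries (82.6%, Wilson 95% confidence interval 69.3% to 90.9%), the nearest library in the plane of these components was of the same stage. The nearest library was of the same stage and genotype for 17 libraries. The 8 exceptions lay next to a library of a neighbouring stage, and 6 of them were NC13 or early NC14 embryos. Of these, *brat*-mutant NC13 embryo C lay next to *HisRFP* NC12 embryo C. Variance-stabilized counts from DESeq2 moved the share most among the choices of genes and scale, to 84.8%, and it was 87.1% when *brat* hets were included. The published wild-type libraries were not used here.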

The PCA demonstrated that the oocyte and embryo replicates collected at each time point cluster together and cluster with independently collected, previously published data from wild-type embryos (Fig. 4b). 

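Pearson's r between replicates was computed across the 10445 genes on log2(CPM + 1), and genes are not independent replicates. The lowest r within a genotype and stage was 0.956, between *HisRFP* oocytes A and B. The lowest values of other groups started at 0.970, between *HisRFP* NC14 +5min embryos B and C and between *brat*-mutant NC14 +30min embryos A and D. The highest r between replicates was 0.997, in *brat*-mutant NC10 embryos. The scale mattered most for this measure: on CPM without the logarithm, the lowest r between *HisRFP* oocytes was 0.606. No pair of replicates held the same counts, and the most similar pair, *brat*-mutant NC10 embryos B and C, differed by a chi-square of 13.3 per gene, where the sampling of reads alone would give about 1.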

Further supporting the robustness of the data collected, the replicates from each time point of each genotype were highly correlated (Supplementary Fig. 3).

**Fig. 4.**
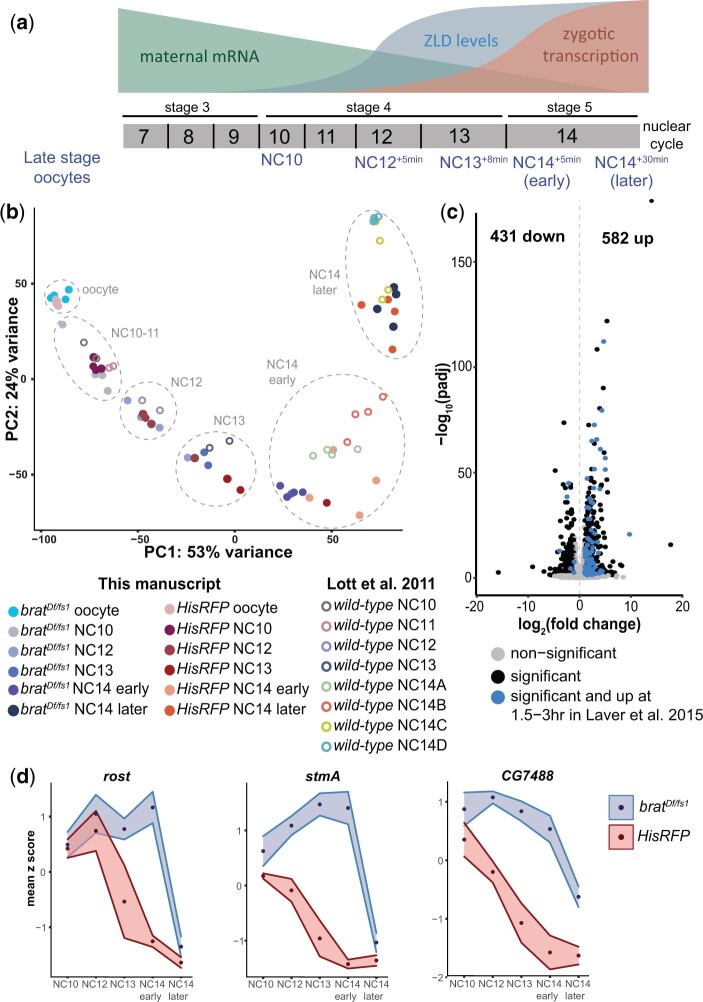
Identification of genes mis-regulated in *brat-*mutant embryos. a) Developmental timing of oocytes and embryos collected for RNA-seq. b) PCA plot of RNA-seq from embryos/oocytes. Previously published single-embryo, RNA-seq data from wild-type embryos are included as verification of developmental staging (Lott *et al.* 2011). c) Volcano plot highlighting genes mis-regulated at NC14 in *brat^Df/fs1^* embryos when compared with *HisRFP* controls. Blue dots indicate genes that are were also increased in *brat* mutants at 1.5–3 h AEL (Laver *et al.* 2015). Black dots indicate genes not identified in Laver *et al.* (2015) that change in expression in *brat^Df/fs1^* embryos when compared with controls [log_2_(fold change) >1, *P*adj <0.05]. d) Expression pattern of 3 genes bound by BRAT (Laver *et al.* 2015) with increased expression in *brat^Df/fs1^* embryos when compared with controls at all developmental timepoints analyzed. Points indicate the average *z* score, and the surrounding region indicates the SD of the replicates for each timepoint.

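At NC14 +30min, 7865 genes were tested between *brat*-mutant and *HisRFP* embryos, and 2946 of them had an unadjusted p under 0.05. At the thresholds, 465 genes were lower in *brat*-mutant embryos. The genes with the largest changes were taken among those where every *brat*-mutant embryo lay beyond every *HisRFP* embryo and a group averaged at least 5 CPM, 3 in each direction. Among the falls, *CG32373* was at 1.42 ± 0.695 CPM (SD, n = 4) in *brat*-mutant and 38.5 ± 8.08 CPM (SD, n = 4) in *HisRFP* embryos, a log2 fold change of -4.78 (standard error 0.34, adjusted p = 2.05e-05). *beat-Ia* (FBgn0013433, 2L from 16049965 to 16081684) had at most 1 read in a *brat*-mutant embryo against 6.69 ± 5.24 CPM (SD, n = 4) in controls and was at least 20.7-fold lower. *Cp15* (FBgn0000355, 3L from 8728481 to 8729066), which encodes a protein of the eggshell, was at least 58.7-fold lower, but its level in *HisRFP* embryos varied from 2.57 to 36.2 CPM. Among the rises, *Cyp4e2* was at 42.5 ± 2.74 CPM (SD, n = 4) in *brat*-mutant embryos and had at most 2 reads in a *HisRFP* embryo, so that it was at least 129.8-fold higher (adjusted p = 2.32e-06). *CG2861* (FBgn0029728, X from 4797231 to 4804862) had no reads in *HisRFP* embryos and 5.71 ± 1.55 CPM (SD, n = 4) in *brat*-mutant embryos, at least 17.4-fold higher. *Hsp70Aa* (FBgn0013275, 3R from 11954163 to 11956544) was at least 24.2-fold higher, with 0.179 to 17.3 CPM in *brat*-mutant embryos. It is part of a family of near-identical genes, and the authors discarded reads that aligned to multiple locations, so its count covers only part of its reads. The other genes named here were also called in *brat* het embryos of this stage against the same *HisRFP* embryos. Their log2 fold changes there were 8.33 (*Cyp4e2*), 8.70 (*CG2861*), -6.18 (*beat-Ia*), -10.30 (*Cp15*) and -2.68 (*CG32373*). These changes are thus not particular to *brat* mutants.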

We identified gene expression changes in *brat-*mutant embryos when compared with control embryos at NC14^+30min^, which is most similar to the prior time point analyzed by Laver *et al.* (2015). We identified 582 genes with significantly higher mRNA signal in the *brat-*mutant embryos when compared with the controls (Fig. 4c). These genes are comprised of those that were previously found to be increased in the published microarray data (Fig. 4c) (Laver *et al.* 2015). 

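At the thresholds, 615 genes were higher in *brat*-mutant than in *HisRFP* embryos at NC14 +30min by the quasi-likelihood test. The alternative that moved this number most was DESeq2's Wald test, with 734 genes, 612 of them the same genes. With library totals in place of TMM factors it was 646, and with genes of any count from 1 read on, 704. Across the 8 fits that each left out an embryo, it ranged from 527 to 626. The median log2 fold change of all tested genes was 0.02 with library totals and 0.01 with DESeq2's size factors.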

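Among the 615 genes, 467 are in the paper's list of clustered genes (Table S1), which gives for each gene whether BRAT binds its mRNA. Of these, 165 (35.3%, Wilson 95% confidence interval 31.1% to 39.8%) are listed as bound by BRAT. Of the other 911 genes in the list, which were higher at another stage or not called here, 349 (38.3%) are listed as bound, an odds ratio of 0.880 (Fisher's exact test, two-sided p = 0.290). The share was 34.2% for the genes called with DESeq2's Wald test. Since every gene of the list was called higher in *brat* mutants by the paper, the comparison is among such genes and not with genes that did not change.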

Many of the genes that have increased mRNA levels are bound by BRAT in wild-type embryos and are stabilized in the *brat* mutant (Laver *et al.* 2015). These are exemplified by *rolling stone* (*rost*)*, stambha A* (*stmA*), and *CG7488*, which are directly regulated by BRAT binding (Fig. 4d). These analyses provided confidence in the data generated and allowed us to interrogate these data to determine if ZLD-target genes were precociously expressed.

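*rost* (FBgn0011705, 2L from 8985936 to 8989539 on the minus strand) was at 195 ± 18.1 CPM (SD, n = 4) in *brat*-mutant and 31.0 ± 6.40 CPM (SD, n = 4) in *HisRFP* embryos at NC14 +5min, a log2 fold change of 2.62 (standard error 0.17, adjusted p = 8.22e-06). At NC14 +30min its log2 fold change was 2.37 (standard error 0.78, adjusted p = 0.0515), just outside the threshold, with 22.5 ± 11.5 CPM against 4.45 ± 5.65 CPM (SD, n = 4 each). It fell inside the threshold with DESeq2's Wald test (adjusted p = 0.0322) and without *HisRFP* replicate D (adjusted p = 0.00312 by edgeR), an embryo with 12.8 CPM where the others had at most 2.65. Over all alternatives its adjusted p ranged from 5.70e-05 to 0.112. Before NC13, *rost* differed little, with log2 fold changes of -0.42 in oocytes, 0.03 at NC10 and 0.14 at NC12 +5min. *stmA* (FBgn0086784, 2R from 8729502 to 8734304 on the minus strand) was at 187 ± 15.2 CPM and 13.2 ± 4.33 CPM (SD, n = 4 each) at NC14 +5min, a log2 fold change of 3.81 (standard error 0.22, adjusted p = 4.70e-06). Its log2 fold change was 0.78 at NC12 +5min (adjusted p = 0.00118), 2.14 at NC13 +8min (adjusted p = 0.0290) and 1.07 at NC14 +30min (adjusted p = 0.0236), and it was not past the thresholds in oocytes, at NC10 or at NC12 +5min, where the log2 fold change was under 1. *CG7488* (FBgn0038106, 3R from 12995620 to 12996925 on the plus strand) was at 34.7 ± 3.43 CPM and 6.42 ± 3.53 CPM (SD, n = 4 each) at NC14 +5min, a log2 fold change of 2.42 (standard error 0.37, adjusted p = 0.00143). From oocytes to NC13 +8min its log2 fold change went from 0.26 to 1.48, and at NC14 +30min it was 1.69 (standard error 0.25, adjusted p = 0.00136). In *HisRFP* embryos these mRNAs decreased from NC10 to NC14 +5min, *stmA* from 95.7 ± 6.45 CPM and *CG7488* from 27.7 ± 3.36 CPM (SD, n = 4 each). The NC13 +8min calls rest on 3 embryos of each genotype, and they were lost with the replicate letter as a block (mean r -0.190), with an adjusted p of 0.132 for *stmA* and 0.167 for *CG7488*. At NC12 +5min (mean r -0.280) the block gave *stmA* a log2 fold change of 0.78 (adjusted p = 0.0171). *CG7488* had 0.72 there with the block (adjusted p = 0.0529, against 0.00244 without it). Without any of the NC13 +8min embryos the adjusted p of *CG7488* was above 0.05, and *stmA* changed its side of the threshold in 5 of 6 such fits and in 2 of 8 at NC14 +30min.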

We initially focused our analysis on genes that were increased in the *brat-*mutant embryos when compared with controls at any of the embryonic time points collected (NC10 through NC14^+30min^). 

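At NC10, 135 genes were called higher and 89 lower in *brat*-mutant than in *HisRFP* embryos, of 6842 tested. At NC12 +5min, 239 of 6831 genes were higher and 146 lower. Same-lettered libraries tended to deviate in opposite directions at this stage, with a mean r of -0.280, and the letter as a block gave 156 genes higher and 77 lower. At NC13 +8min, with 3 embryos of each genotype, 210 of 7316 genes were higher and 76 lower. The mean r was -0.190 there, and the block gave 7 genes higher and 0 lower, with 913 genes at an unadjusted p under 0.05. In contrast, DESeq2's Wald test gave 469 genes higher and 172 lower at NC13 +8min, the stage where the number depended most on the method. At NC14 +5min, 746 of 7880 genes were higher and 343 lower. When the libraries of that stage were thinned to 9698805.5 reads, the median of the NC12 libraries, 714 genes were higher, 694 of them the same genes. At any of these stages or NC14 +30min, 1199 genes were called higher, and 1001 of them are in the paper's list of 1378 clustered genes (72.6% of that list).

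**Figure D2:**
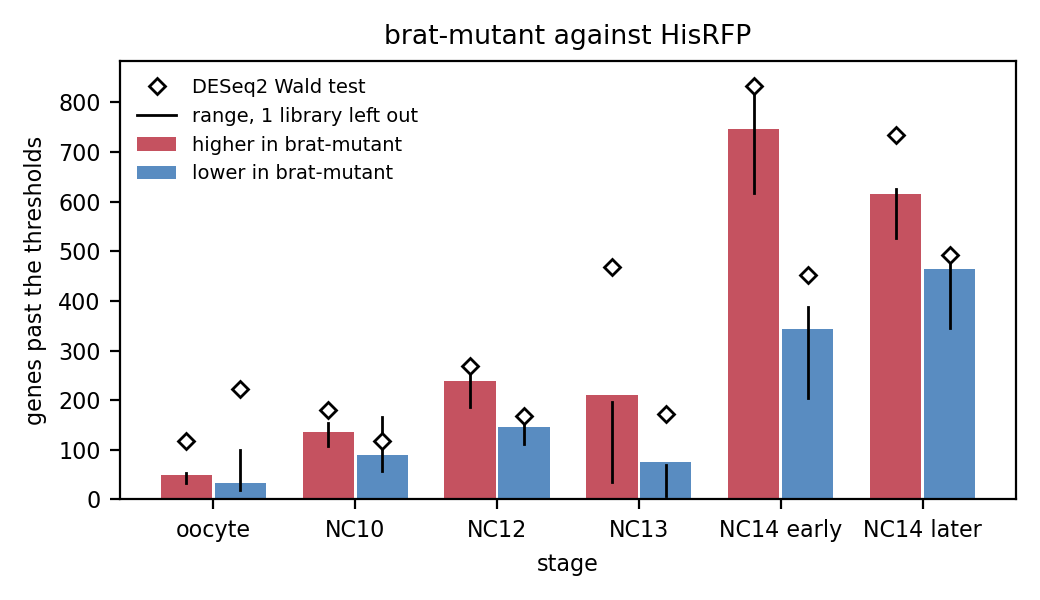
Number of genes past the thresholds (y axis) at each stage (x axis), *brat*-mutant against *HisRFP*, with genes that were higher and genes that were lower as separate bars. Diamonds give the numbers from DESeq2's Wald test and lines the range of the fits that each left out a library; the bars for genes that were higher run from 50 in oocytes to 746 at NC14 +5min.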

We performed k-means clustering on the expression of this set of genes in the control embryos and identified 6 clusters with distinct expression patterns (Fig. 5a). 

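The z scores of the 1199 genes in the *HisRFP* embryos were clustered by k-means with k = 6 from 50 starts, and the groups were ordered by their change from NC10 to NC14 +30min. Of the 1199 genes, 367 (30.6%, Wilson 95% confidence interval 28.1% to 33.3%) fell in groups whose mean rose in *HisRFP* embryos. With k = 4 these were 312 genes and with k = 8 they were 371. Profiles of *brat*-mutant and *HisRFP* embryos together, which were clustered first and replaced after their value had been seen, gave 304 genes (25.4%). The rising groups held 111 and 256 genes, and 62 and 99 of these belong to the paper's clusters 5 and 6. The other groups, of 396, 259, 81 and 96 genes, fell in *HisRFP* embryos and held 2, 2, 5 and 5 genes of these clusters.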

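For each gene of the paper's clusters (Table S1), CPM was expressed as a z score over the 38 *brat*-mutant and *HisRFP* embryos, and the scores were averaged over the genes of a cluster in each embryo. In *HisRFP* embryos, the mean z score of cluster 1 (420 genes) fell by 1.96 from NC10 to NC14 +30min, that of cluster 2 (241 genes) by 2.04, that of cluster 3 (366 genes) by 0.641 and that of cluster 4 (80 genes) by 1.14. Each fall had a p of 0.0286 in an exact two-sided permutation test, the smallest that 4 embryos against 4 allow. Not all clusters fell steadily. The mean z score of cluster 1 rose from -1.06 at NC14 +5min to -0.896 at NC14 +30min, and that of cluster 3 from -0.837 to -0.477. The mean z score of cluster 4 rose from -0.461 ± 0.0532 at NC10 to 0.342 ± 0.0821 at NC13 +8min (SD, n = 4 and 3) before falling to -1.60 ± 0.148 (SD, n = 4). In *brat*-mutant embryos all of these clusters ended higher than in controls at NC14 +30min, by 0.387 (cluster 1), 0.488 (cluster 2), 0.617 (cluster 3) and 1.59 (cluster 4). The clusters were chosen by the paper among genes that were higher in these *brat*-mutant libraries, so this direction was fixed by the choice of genes.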

Clusters 1–4 decreased in expression over the time course. These transcripts were enriched for maternally deposited genes and most were bound by BRAT (Lott *et al.* 2011; Laver *et al.* 2015; Strong *et al.* 2020). Thus, these clusters are largely comprised of maternal genes that are direct BRAT targets and are normally degraded during the MZT. In contrast, clusters 5–6 increased in expression over the time course. 

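By the annotations of Table S1, which are the paper's, 86.7% of the genes of cluster 1 are maternal, as are 92.5% of cluster 2, 39.9% of cluster 3 and 86.3% of cluster 4. A separate class of maternal and zygotic genes holds a further 10.2% of cluster 1, 1.66% of cluster 2, 37.7% of cluster 3 and 0% of cluster 4. The shares bound by BRAT are 50% in cluster 1, 44.0% in cluster 2, 40.4% in cluster 3 and 42.5% in cluster 4. Over the 1107 genes of these clusters, 802 (72.4%) are maternal and 498 (45.0%) are bound by BRAT. Of these genes, 826 were called higher in *brat*-mutant embryos at a stage from NC10 to NC14 +30min by the quasi-likelihood test, 681 of them at NC14 +5min.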

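In *HisRFP* embryos the mean z score of cluster 5 (208 genes) rose by 0.425 from NC10 to NC14 +30min, and that of cluster 6 (63 genes) by 1.66 (exact two-sided permutation test, p = 0.0286 for each, with 4 embryos at each stage). The mean z score of cluster 5 was -0.0990 ± 0.112 (SD, n = 4) at NC14 +5min and -0.104 ± 0.0135 (SD, n = 4) at NC14 +30min, but in mean log2(CPM + 1) it still rose, from 1.62 ± 0.158 (SD, n = 4) to 1.87 ± 0.0187 (SD, n = 4), with every later embryo above every earlier one. Cluster 6 stayed between -0.615 ± 0.0238 (SD, n = 3, NC13 +8min) and -0.427 ± 0.148 (SD, n = 4, NC14 +5min) and then rose to 1.20 ± 0.251 (SD, n = 4).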

The transcripts in these clusters were enriched for zygotically expressed genes and the majority were not bound by BRAT (Fig. 5a) (Lott *et al.* 2011; Laver *et al.* 2015; Strong *et al.* 2020). 

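Table S1 lists 120 of the 271 genes of clusters 5 and 6 (44.3%) as zygotic, against 29 of the 1107 genes of clusters 1 to 4 (odds ratio 29.5, Fisher's exact test, two-sided p = 1.33e-67). It lists 16 of the 271 (5.90%) as bound by BRAT, an odds ratio of 0.0767 against clusters 1 to 4 (Fisher's exact test, two-sided p = 1.30e-39). The zygotic share is 39.4% in cluster 5 and 60.3% in cluster 6, and the share bound by BRAT is 4.81% and 9.52%. Of the 271 genes, 175 were called higher in *brat*-mutant embryos at a stage from NC10 to NC14 +30min.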

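Table S1 marks a gene as bound by ZLD where it is the nearest gene to a region occupied by ZLD. It marks 139 of the 208 genes of cluster 5 (66.8%) and 44 of the 63 genes of cluster 6 (69.8%). Together these are 183 of 271 genes (67.5%), against 599 of the 1107 genes of clusters 1 to 4 (54.1%), an odds ratio of 1.76 (Fisher's exact test, two-sided p = 6.92e-05).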

As might be expected for zygotically expressed genes, the genes in clusters 5 and 6 are located proximally to regions occupied by ZLD in the early embryo (Harrison *et al.* 2011). Thus, these clusters contain ZLD-target genes that are indirectly increased in the *brat* mutants and therefore are likely to include any genes that might be precociously activated by the premature translation of *zld* in the *brat*-mutant embryos.

**Fig. 5.**
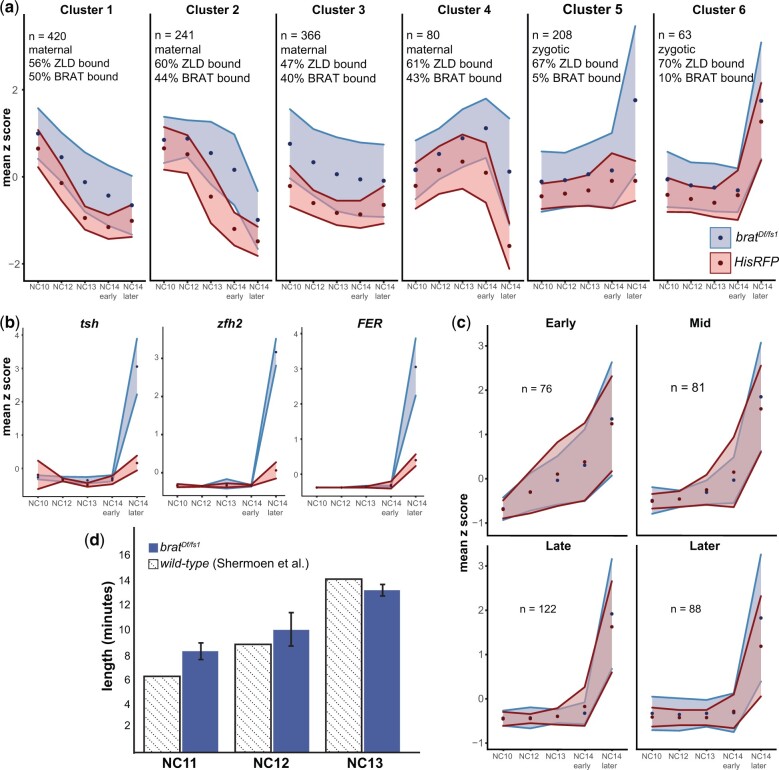
ZLD-target genes are increased in expression in *brat-*mutant embryos at NC14 but not earlier. a) k-means clustering of all genes significantly increased in *brat^Df/fs1^* embryos when compared with *HisRFP* controls [log_2_(fold change) >1, *P*adj <0.05]. Points indicate the average *z* score, and the surrounding region indicates the SD of the replicates for each timepoint. n, number of genes in each cluster. b) Expression for 3 representative genes that are bound by ZLD, not bound by BRAT, and significantly increased in *brat^Df/fs1^* when compared with *HisRFP* control embryos (cluster 5). c) Expression profiles of classes of zygotically expressed genes (Li *et al.* 2014). d) Length in minutes for S phase of nuclear cycles 11–13 in *brat^Df/fs1^* embryos and wild-type embryos as determined by Shermoen *et al.* (2010). Error bars are SD of 3 biological replicates.

Having identified those genes most likely to reflect increased activation due to precocious ZLD expression, we leveraged our tightly staged RNA-seq data to determine the dynamics of gene expression that generated the observed increase in transcript levels. If these genes are precociously activated, they would be expected to have increased transcript levels in the *brat* mutant when compared with controls at time points preceding widespread gene activation at NC14 (NC12^+5min^, NC13^+8min^, NC14^+5min^). In contrast to this prediction, genes in clusters 5 and 6 do not exhibit increased transcript abundance at these early time points (Fig. 5a). Instead, the largest increase in expression of genes in a *brat-*mutant embryo is evident at NC14^+30min^. 

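Taken over NC12 +5min, NC13 +8min and NC14 +5min with the labels exchanged within each stage, the mean z score of cluster 5 was higher by 0.315 in *brat*-mutant than in *HisRFP* embryos (exact two-sided permutation test over 98000 relabellings, p = 2.04e-05, adjusted p = 0.000367 over 18 tests of clusters 5 and 6 and of the classes of zygotic genes). In mean z score every *brat*-mutant embryo lay above every *HisRFP* embryo at each of these stages. In mean log2(CPM + 1) of cluster 5 the embryos overlapped at NC14 +5min (difference 0.181, exact two-sided permutation test, p = 0.114). For cluster 6 the difference was 0.250 (exact two-sided permutation test, p = 0.000102, adjusted p = 0.000918), with overlap between the genotypes at NC14 +5min. Per stage, the difference in cluster 5 was 0.284 at NC12 +5min, 0.403 at NC13 +8min and 0.258 at NC14 +5min. In cluster 6 it was 0.275, 0.336 and 0.139 in the same order. At NC13 +8min 3 embryos against 3 cannot give an exact p under 0.1. A difference of this size was present at NC10, at 0.336 in cluster 5 and 0.307 in cluster 6. The median over genes moved these values most, to 0.0991 in cluster 5 and 0.0714 in cluster 6. With the mean r between same-lettered libraries at -0.280 (NC12 +5min), -0.190 (NC13 +8min) and -0.0269 (NC14 +5min), labels were also exchanged only within a letter, as a block, and the exact p was then 0.000977 for cluster 5 and 0.00195 for cluster 6. Tested one by one, 20 genes of cluster 5 were called higher and 2 lower of 85 at NC12 +5min, 3 and 0 of 125 at NC13 +8min (38 and 3 at an unadjusted p under 0.05) and 20 and 6 of 170 at NC14 +5min. In cluster 6 these counts were 8 and 0 of 39 (16 and 0 unadjusted), 5 and 0 of 53 (21 and 0 unadjusted), and 3 and 4 of 56 with a median log2 fold change of -0.10. The genes were selected by the paper for being higher in these libraries at some stage, which alone can raise the early scores.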

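At NC14 +30min the mean z score of cluster 5 was 1.67 ± 0.313 (SD, n = 4) in *brat*-mutant embryos, above every *HisRFP* embryo by a mean difference of 1.77 (exact two-sided permutation test, p = 0.0286, adjusted p = 0.129 over the same 18 tests). The adjusted p is limited by the design, since 4 embryos against 4 make 70 relabellings. With each embryo left out in turn the difference stayed between 1.64 and 1.89. Of 178 genes of cluster 5 tested at NC14 +30min, 124 were called higher and 1 lower, and their median log2 fold change was 2.13. In cluster 6 the genotypes overlapped, with 1.63 ± 0.352 (SD, n = 4) in *brat*-mutant embryos and a difference of 0.432 (exact two-sided permutation test, p = 0.114), and 8 genes of 61 tested were higher and 5 lower. The difference at NC14 +30min exceeded that at NC14 +5min by 1.52 in cluster 5 (exact two-sided permutation test over 4900 relabellings, p = 0.0286, adjusted p = 0.129) and by 0.293 in cluster 6 (exact two-sided permutation test, p = 0.306). Since labels were exchanged within both stages, these p-values refer to no difference at either stage and do not measure the excess itself.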

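*tsh* (FBgn0003866, 2L from 21828593 to 21837011 on the plus strand) was at 44.2 ± 9.62 CPM (SD, n = 4) in *brat*-mutant and 9.29 ± 3.14 CPM (SD, n = 4) in *HisRFP* embryos at NC14 +30min, a log2 fold change of 2.20 (standard error 0.26, adjusted p = 0.000369). *zfh2* (FBgn0004607, chromosome 4 from 501810 to 540874 on the plus strand) was at 49.2 ± 4.95 CPM and 5.98 ± 2.73 CPM (SD, n = 4 each), a log2 fold change of 3.01 (standard error 0.31, adjusted p = 0.000169). *FER* (FBgn0000723, 3R from 9367603 to 9394546 on the minus strand) was at 179.9 ± 37.5 CPM and 41.2 ± 7.35 CPM (SD, n = 4 each), a log2 fold change of 2.08 (standard error 0.19, adjusted p = 8.00e-05). In each of these genes every *brat*-mutant embryo was above every *HisRFP* embryo, and the log2 fold change was at least 1.95 in every fit that left out an embryo. At NC14 +5min none of them was past the threshold: the log2 fold changes were 0.27 for *tsh* (adjusted p = 0.720), -0.52 for *zfh2* (adjusted p = 0.648) and -0.67 for *FER* (adjusted p = 0.615). The signs of *tsh* and *FER* at that stage depended on single embryos, and without a *HisRFP* embryo with 12.1 CPM the log2 fold change of *FER* was 0.82. At NC13 +8min the log2 fold changes were 1.24 for *tsh* (adjusted p = 0.309), 0.79 for *zfh2* (adjusted p = 0.862) and 0.62 for *FER* (adjusted p = 0.833), and with the replicate letter as a block (mean r -0.190) 1.29, 0.27 and 0.48. The highest *tsh* (3.87 CPM) and *zfh2* (2.90 CPM) of that stage were in *brat*-mutant embryo C. That library had reads on 14565 genes, against 9534 and 9819 in A and D. At NC12 +5min, where *zfh2* and *FER* had too few reads to be tested, *tsh* was at 2.92 ± 0.728 CPM and 2.83 ± 0.401 CPM (SD, n = 4 each), and *zfh2* had at most 3 reads in a *brat*-mutant embryo.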

ZLD-target genes *teashirt* (*tsh*)*, zinc finger homeodomain 2* (*zfh2*), and *FER* exemplify this robust hyperactivation at NC14 (Fig. 5b).

To further investigate whether a small subset of zygotically transcribed genes might be precociously activated, we classified genes based on their timing of transcriptional activation, early (NC10-11), mid (NC12-13), late (early NC14), or later (late NC14) (Li *et al.* 2014) and plotted their expression in *brat-*mutant and control embryos (Fig. 5c). 

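The classes of zygotic genes in Table S1 hold 76 genes activated early, 81 mid, 122 late and 88 later. At NC14 +30min the mean z score of the early class was 1.12 ± 0.181 in *brat*-mutant and 1.04 ± 0.0987 in *HisRFP* embryos (SD, n = 4 each), a difference of 0.0808 (exact two-sided permutation test, p = 0.429). The mid class differed by 0.237 (p = 0.343) and the late class by 0.259 (p = 0.314), by the same exact permutation test, less than the spread between *brat*-mutant embryos (SD 0.335 and 0.336, n = 4). Over NC12 +5min to NC14 +5min the differences were -0.0869 (early, p = 0.415), -0.0808 (mid, p = 0.201) and -0.0470 (late, p = 0.145), each from an exact permutation test of *brat*-mutant against *HisRFP* embryos within stages. At NC14 +5min the late class was lower in *brat*-mutant embryos by 0.153 (exact two-sided permutation test, p = 0.0286, not adjusted). Every *brat*-mutant embryo lay below every *HisRFP* embryo, by a narrow margin (-0.346 for the highest *brat*-mutant and -0.336 for the lowest *HisRFP* embryo). In mean log2(CPM + 1) the embryos overlapped (exact two-sided permutation test, p = 0.2). Of 117 genes of the late class tested at that stage, 1 was called higher and 21 lower, and with the p adjusted over the class alone 1 was higher and 19 lower.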

Genes that initiated transcription prior to the major wave at NC14 (early, mid, and late) showed relatively little difference in expression levels between the control and *brat* mutant (Fig. 5c). In contrast for the genes activated later in NC14, transcript levels were increased in the *brat*-mutant embryos when compared with controls (Fig. 5c). 

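In the later class the mean z score at NC14 +30min was 1.76 ± 0.470 in *brat*-mutant and 1.14 ± 0.399 in *HisRFP* embryos (SD, n = 4 each). The difference of 0.617 was larger than either SD, but the embryos overlapped (exact two-sided permutation test, p = 0.114, adjusted p = 0.229). With each embryo left out in turn it lay between 0.423 and 0.833. Of 83 genes of the class tested at this stage, 18 were called higher and 2 lower (19 and 2 with the p adjusted over the class alone), and the median log2 fold change was 0.46. For comparison, 7 genes of the early class were called higher and 4 lower at NC14 +30min, 16 and 5 of the mid class, and 15 and 9 of the late class, with 7 and 4, 16 and 5, and 16 and 10 when adjusted over each class alone.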

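In the early class of zygotic genes, 2 of 72 genes tested at NC12 +5min were called higher and 2 lower, 1 and 0 of 74 at NC13 +8min, and 1 and 6 of 76 at NC14 +5min. With the p adjusted over the class alone, these counts were 2 and 2, 1 and 0, and 0 and 4. In the mid class they were 0 and 1 of 50, 0 and 0 of 81, and 2 and 12 of 81, or 0 and 0, 0 and 0, and 2 and 9 over the class alone. At an unadjusted p under 0.05, 6 early class genes were higher and 7 lower at NC12 +5min, 4 and 5 at NC13 +8min and 6 and 14 at NC14 +5min, and in the mid class 2 and 4, 1 and 7, and 4 and 24. In the later class, 4 of 11 genes tested were higher and 1 lower at NC12 +5min, 1 and 0 of 31 at NC13 +8min (5 and 0 at an unadjusted p under 0.05) and 2 and 3 of 60 at NC14 +5min, or 5 and 2, 1 and 0, and 2 and 1 over the class alone. At NC14 +5min 12 of these 60 genes had a positive log2 fold change, with a median of -1.003, and 4 were higher and 12 lower at an unadjusted p under 0.05. The other genes of that class had fewer than 50 reads summed over the libraries of the stage, and a small rise in them was not detectable at this depth. The mean z score of that class was higher in *brat*-mutant embryos by 0.0672 at NC12 +5min (exact two-sided permutation test, p = 0.0286), with every *brat*-mutant embryo above every control, by 0.0921 at NC13 +8min (exact permutation test, p = 0.1, the smallest that 3 embryos against 3 allow), and by 0.0419 over NC12 +5min to NC14 +5min (exact permutation test, p = 0.188), but differed by -0.0335 at NC14 +5min (exact permutation test, p = 0.714).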

Similar to what we observed with our k-means clustering analysis, zygotic ZLD-target genes were not precociously activated in the *brat-*mutant embryos. Instead, an increased level of zygotic transcripts was evident at NC14. We conclude that the premature increase in ZLD protein in *brat-*mutant embryos results in increased, rather than precocious, expression of zygotic ZLD-target genes.

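The difference between *brat*-mutant and *HisRFP* embryos at NC14 +30min was set against that at NC14 +5min for each class of zygotic genes. Labels were exchanged within both stages, so each p refers to no difference at either stage and not to equal differences. The excess in mean z score was 0.167 for the early class (exact two-sided permutation test over relabellings within both stages, p = 0.324), 0.414 for mid (p = 0.0657), 0.413 for late (p = 0.0947) and 0.651 for later (p = 0.0833). None of these was past 0.05 after adjustment over the 18 tests (adjusted p of 0.229 for the mid, late and later classes). These tests do not separate the classes from each other, since the difference between classes was not tested. Younger *brat*-mutant embryos at NC14 +5min would raise such an excess, and age was not tested at that stage for these classes. The paper reasons that genes activated early by ZLD should already be higher in *brat*-mutant embryos before NC14, that clusters 5 and 6 and the early classes were not, and that the increase appeared at NC14 +30min (Fig. 5a, c). From this timing it concludes that the additional ZLD increased the expression of its targets and did not bring it forward.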

Our data demonstrate that precocious expression of a major activator of the zygotic genome is not sufficient to drive gene expression early. Thus, additional factors are required for timing the transcriptional activation of the zygotic genome. During early development, the nuclei are dividing rapidly (∼every 10 min). It is not until NC14 that this division cycle slows. Because the division cycle is known to disrupt transcription, we hypothesized that these rapid divisions may keep precocious ZLD from activating transcription globally until NC14. Indeed, we timed the length of S phase in *brat-*mutant embryos at NC11, NC12, and NC13 and confirmed that the nuclear division cycles occurred in these mutants with the same timing as wild-type (Fig. 5d) (Shermoen *et al.* 2010). Together our data demonstrate that precocious expression of an essential activator of the zygotic genome is not capable of driving early gene expression, and we suggest that the slowing of the division cycle is essential for the activator to promote robust gene expression.

## Discussion

Here, we demonstrate that BRAT regulates levels of the pioneer transcription factor ZLD in both the larval neuroblasts and in the early embryo. In both tissues, this regulation is required for normal development. In the neuroblasts, BRAT functions to ensure that ZLD levels are rapidly reduced following asymmetric division, enabling cells to exit the stem-cell fate and begin to differentiate. We previously demonstrated that following asymmetric neuroblast division misexpression of ZLD in the differentiating progeny results in a reversion to the neuroblast fate and a tumor-like phenotype (Larson, Komori, *et al.* 2021). Furthermore, knockdown of *zld* can partially rescue a *brat-*mutant phenotype in the larval brain (Reichardt *et al.* 2018). Our data from transgenes in which *zld* is expressed with wild-type or mutated 3′UTRs show that BRAT-binding sites in the 3′UTR function to suppress ZLD activity following asymmetric division. BRAT is localized to the differentiating progeny and promotes deadenylation and subsequent degradation of the target gene *deadpan* (Komori *et al.* 2014; Reichardt *et al.* 2018). Thus, BRAT may similarly promote degradation of *zld* mRNA in the differentiating stem-cell progeny, resulting in decreased ZLD protein.

Normal development also requires that ZLD levels be precisely controlled in the early embryo. At this time in development, the genome is transcriptionally quiescent. Therefore, protein levels are controlled via regulation of mRNA stability and translation. ZLD is encoded by a maternally provided mRNA but ZLD is not translated until ∼1 h after fertilization. This translational upregulation is independent of fertilization. We show that BRAT represses *zld* translation in the early embryo and that this repression is alleviated by the activity of the PNG kinase during the first hour following fertilization (Fig. 6). *zld* mRNA levels do not increase in *brat-*mutant embryos, suggesting that BRAT regulates ZLD protein levels by repressing translation. This mechanism may differ from BRAT-mediated regulation of *zld* in the neuroblast lineage. It has been previously shown that BRAT can post-transcriptionally regulate transcripts through either RNA degradation or translational repression so it is possible that BRAT regulates ZLD levels differently in different tissues (Connacher and Goldstrohm 2021). Indeed, the early embryo is unique in that it is the only developmental time point at which poly(A)-tail length is correlated with translation efficiency (Eichhorn *et al.* 2016). Thus, BRAT-mediated deadenylation could result in translational repression rather than degradation at this early time in development. However, BRAT also more directly regulates translation initiation through interactions with the cap-binding protein, 4EHP (Connacher and Goldstrohm 2021). In addition to the role of BRAT in repressing *zld* translation, BRAT is also required during the MZT for degradation of maternally provided mRNAs (Laver *et al.* 2015). Thus, the function of BRAT may depend both on the target mRNAs bound and developmental stage. Indeed, this duality is not limited to BRAT as ME31B represses translation early during the MZT, but transitions to promoting mRNA destruction as development proceeds in a manner regulated by PNG (Wang *et al.* 2017).

**Fig. 6.**
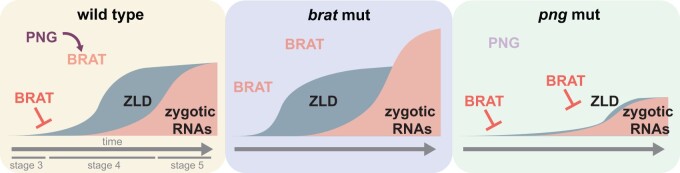
PNG kinase activity alleviates translational repression of *zld* by BRAT. In wild-type embryos, BRAT represses *zld* translation during the earliest stages of embryogenesis, and this repression is alleviated by the PNG kinase complex. In a *brat*-mutant embryo, *zld* is precociously translated. This results in increased transcription of ZLD-target genes at stage 5, the time in which they are normally expressed. When PNG activity is lost, *zld* translation is inhibited throughout the MZT, and ZLD expression fails to reach wild-type levels. We propose PNG activation coordinates multiple essential processes during the MZT including increased levels of the zygotic genome activator, ZLD.

Having demonstrated precocious expression of ZLD in *brat*-mutant embryos, we used this system to test whether early expression of a zygotic genome activator could prematurely drive transcriptional activation. Using RNA-seq on precisely staged embryos, we showed that while transcript levels of ZLD-target genes were increased in the *brat* mutant this occurred only at the time at which these genes would normally be activated.

Early models suggested that the ratio of nuclear content to cytoplasmic content was essential for genome activation and that titration of a maternally provided repressor was required for genome activation (Newport and Kirschner 1982; Schulz and Harrison 2019). Work from zebrafish and *Xenopus* identified histones as maternally provided repressors and showed that increased concentrations of pioneer factors allow these genome activators to outcompete histones to activate gene expression (Amodeo *et al.* 2015; Joseph *et al.* 2017). In contrast to these models, our data indicate that increased concentration of pioneer factors alone is not sufficient to precociously activate zygotic transcription. Instead, developmental features aside from the increased levels of the transcriptional activators are required for widespread activation of the zygotic genome. We propose that one of these features is the slowing of the division cycle. As in many other organisms, the initial division cycles in the *Drosophila* embryo are extremely rapid, only lasting about 10 min. During these rapid cycles, transcription is limited to S-phase as mitosis interrupts transcription (McCleland *et al.* 2009). At NC14 the division cycle slows and provides ample time for robust gene expression. Further supporting a process independent from nuclear to cytoplasmic ratio in timing activation of the zygotic genome, recent studies in *Drosophila* and zebrafish showed that zygotic genome activation of a large subset of genes can occur in the absence of increased nuclear content (Chan *et al.* 2019; Strong *et al.* 2020). Instead, this activation requires both translation and time after fertilization (Chan *et al.* 2019; Strong *et al.* 2020). In zebrafish, as in flies, the levels of the major activators of the zygotic genome Pou5f3, Sox19b, and Nanog are controlled by robust translation following fertilization (Lee *et al.* 2013). Loss of ZLD disrupts mitosis during early embryogenesis, causing asynchronous DNA replication, improper chromosome segregation and defects in cellularization (Staudt *et al.* 2006; Liang *et al.* 2008). Nonetheless, it remains unclear whether these effects on nuclear cycle progression are direct consequences of lack of ZLD or whether they are indirectly due to a failure to transcribe proteins required for mitosis. Given that we identify no changes to the mitotic cycle upon precocious ZLD expression, we propose that ZLD alone does not directly influence mitosis and that defects upon ZLD loss are indirectly due to a failure to activate gene expression. Together with our data, this suggests that translation of genome activators coupled with a slowing of the division cycle is essential for zygotic genome activation.

Our data support a model in which activation of the zygotic genome requires a tight coordination of multiple processes, including increased levels of zygotic genome activators and slowing of the division cycle. We propose that in *Drosophila* activation of the PNG kinase coordinately regulates these processes and couples them to egg activation, allowing for robust control of this process. PNG kinase is essential for translation of *cyclin B*, which encodes a key regulator of the division cycle in the early embryo, and *smaug*, which regulates maternal mRNA stability (Tadros *et al.* 2007; Vardy and Orr-Weaver 2007). Here, we show that *zld* translation is similarly dependent on PNG activity (Fig. 6). PNG phosphorylates key regulators of translation, ME31B, BIC-C, and Trailer hitch (TRAL), and, in the case of TRAL, blocks its repressive effects on translation (Hara *et al.* 2018). Indeed, translation of hundreds of transcripts are mis-regulated in the absence of PNG activity (Kronja, Yuan, *et al.* 2014). Coupled with the fact that PNG kinase activity is limited to a precise developmental time window (Hara *et al.* 2017), this widespread regulation of translation serves to coordinate multiple essential processes needed for progression through the MZT.

## Data availability

Sequencing data have been deposited in GEO under accession code GSE197582. Differentially expressed gene lists can be found in Supplementary Table 1 and lists of reagents can be found in the Reagents Table.

Supplemental material is available at *G3* online.

## Supplementary Material

jkac159_Supplemental_Figures Click here for additional data file.

jkac159_Supplemental_Table_S1 Click here for additional data file.

# Supplementary material for: Premature translation of the Drosophila zygotic genome activator Zelda is not sufficient to precociously activate gene expression
**Source:** G3 (Bethesda). 2022 Jul 25;12(9):jkac159. doi: 10.1093/g3journal/jkac159
**Supplement:** jkac159_Supplemental_Figures

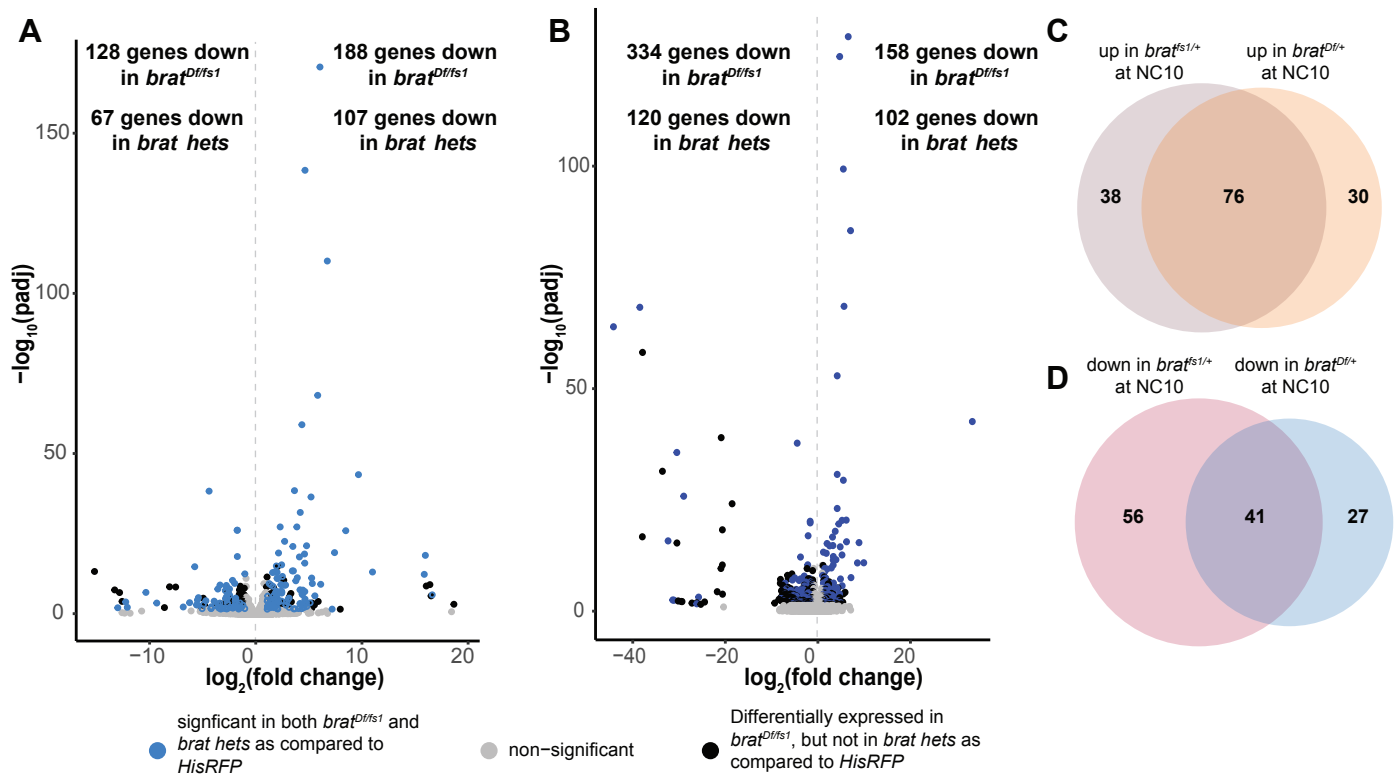

**Figure S1: Embryos heterozygous for *brat* mutant alleles display differential gene expression.** A. Volcano plot of differentially expressed genes (L2FC >1, padj <0.05) in NC10 embryos laid by *brat*<sup>Df/fs1</sup> mothers as compared *HisRFP* NC10 embryos. Genes that are also misexpressed in NC10 embryos laid by mothers heterozygous for a *brat* mutant allele (*brat* *het*) as compared to *HisRFP* controls are in blue. All other significantly differentially expressed genes are in black and non-significant genes are in gray. B. Volcano plot of differentially expressed genes (L2FC >1, padj <0.05) in *brat*<sup>Df/fs1</sup> oocytes compared *HisRFP* oocytes. Genes that are also misexpressed in *brat* *het* oocytes compared to *HisRFP* controls are in blue. All other significantly differentially expressed genes are in black and non-significant genes are in gray. C. Overlap of individual genes that show increased expression in NC10 embryos laid from either *brat*<sup>fs1/+</sup> or *brat*<sup>Df/+</sup> heterozygous mothers. D. Overlap of individual genes that show decreased expression in NC10 embryos laid from either *brat*<sup>fs1/+</sup> or *brat*<sup>Df/+</sup> heterozygous mothers.

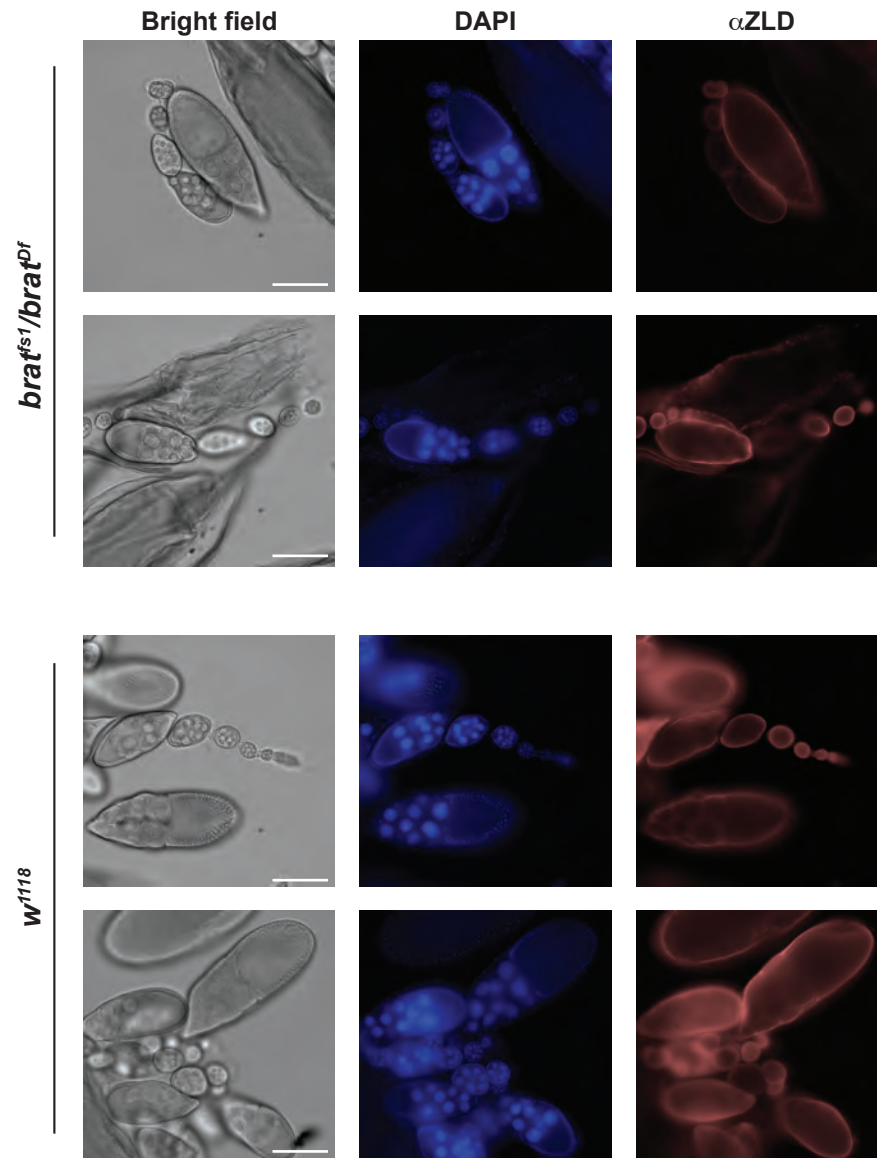

**Figure S2: ZLD protein is not evident in *brat<sup>fs1</sup>/brat<sup>Df</sup>* or wild-type ovaries.** Immunostaining with anti-ZLD antibody failed to detect any ZLD protein in the nurse cells or developing oocytes in control or *brat*-mutant ovaries. Scale bar 100  $\mu$ m. All images are at the same magnification.

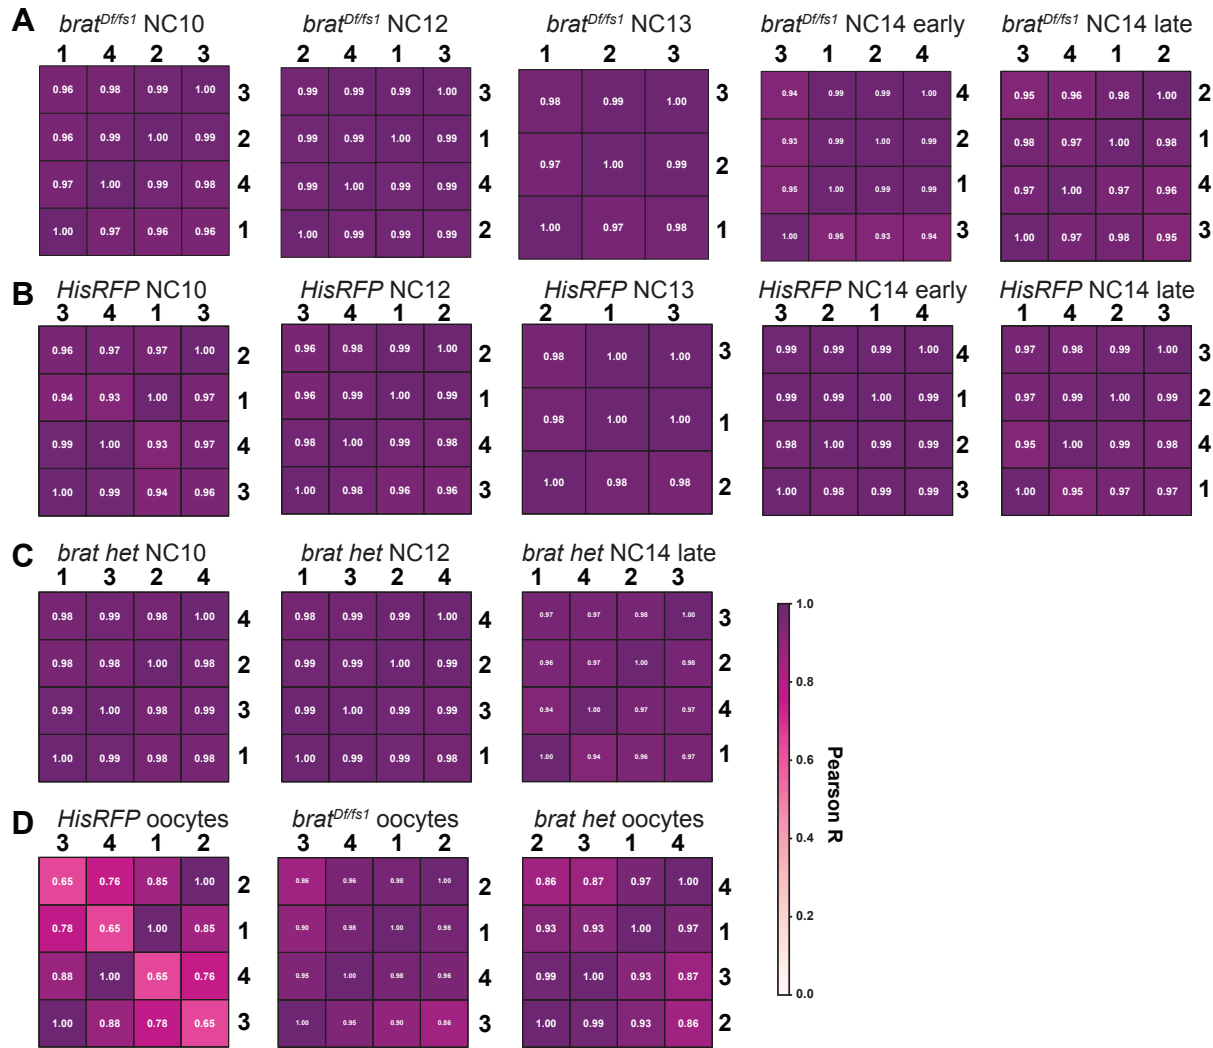

**Figure S3: Single-embryo and single-oocyte replicates are highly correlated.**

A-D. Correlation plots of replicates from RNA-seq experiments in *brat*<sup>Df/fs1</sup> NC10-NC14 embryos (A), *HisRFP* NC10-NC14 embryos (B), *brat* *het* NC10-NC14 embryos (C) and oocytes (D). The color of each square represents the Pearson R coefficient. Replicates numbers are listed.

# Supplementary material for: Premature translation of the Drosophila zygotic genome activator Zelda is not sufficient to precociously activate gene expression
**Source:** G3 (Bethesda). 2022 Jul 25;12(9):jkac159. doi: 10.1093/g3journal/jkac159
**Supplement:** jkac159_Supplemental_Table_S1

**Table S1: Lists of differentially expressed genes.** Lists of differentially expressed genes at each time point collected (late stage oocyte, NC10, NC12, NC13, early NC14 and later NC14) between the *brat* mutant and *HisRFP* embryos including the  $\log_2(\text{foldchange})$ , p value, adjusted p value, MZT class, whether or not the gene is bound by ZLD, whether or not the gene is bound by BRAT, whether or not the gene was upregulated in Laver *et al.* 2015, the zygotic class, whether or not the gene was considered zygotically expressed by Strong *et al.* 2020 and whether or not the gene determined to be differentially expressed using the criteria  $\log_2(\text{fold change}) > 1$ ,  $\text{padj} < 0.05$ . Comparisons between the *brat* hets and *HisRFP*, and clusters from Figure 5A and classes from Figure 5C are also included.

How the deposited data were processed for this re-analysis (not part of the article)

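The RNA-seq data are 62 libraries, each from a single oocyte or a single staged embryo, of *brat* mutants (from mothers with the *brat* deficiency and the *fs1* allele), *brat* hets and *HisRFP* controls. *brat*-mutant and *HisRFP* samples cover oocytes and embryos at NC10, at NC12, at NC13 and at an early and a later time in NC14, and *brat* hets cover the same stages without NC13 and early NC14. Each group has 4 replicates, lettered A to D, except the NC13 groups, which have 3 (A, C and D). The allele that a *brat* het mother carried is not given per library, so *brat* hets were analysed as a single group.

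The authors aligned the reads to dm6 with hisat2, discarded reads that aligned to multiple locations, filtered on mapping quality with SAMtools and counted the remaining reads on genes with featureCounts, without using the strand. The deposited values are these raw read counts per gene, with no normalization and no filter on low counts, and every value is a whole number. Totals ran from 4000899 to 41029921 reads per library, with a median of 13015435.5. Gene identifiers were matched to names and coordinates in the Ensembl annotation of the same assembly (99.4% matched). The paper's clusters, classes of zygotic genes and marks of BRAT and ZLD binding were taken from its Table S1. ZLD binding, BRAT binding and the published wild-type time course were not analysed here, nor were immunoblots, RT-qPCR or imaging.

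For each comparison, only the libraries of the groups compared entered the fit, and genes with at least 50 reads summed over those libraries were tested. Counts were normalized by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds, were called higher or lower. The standard error of a log2 fold change was taken as its size divided by the square root of F. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative. CPM are reads per 1000000 counted reads with TMM factors over all 62 libraries, for the 10445 genes with at least 50 reads in all. For a set of genes, CPM was turned into a z score per gene over the 38 *brat*-mutant and *HisRFP* embryos and averaged over the genes of the set. Set scores were compared by exact two-sided permutation of the genotype labels, where 4 embryos against 4 allow 70 relabellings and a smallest p of 0.0286, and 3 against 3 allow a smallest p of 0.1. For the excess of a stage over another, labels were exchanged within both stages. This tests for no difference at either stage and not for equal differences. The tests of clusters 5 and 6 and of the classes of zygotic genes were adjusted together as 18 tests. Shares carry Wilson 95% confidence intervals, which cover counting error only, and clustering used k-means with k = 6 from 50 starts. Set scores, clustering and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

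The comparisons, tests, thresholds and alternatives were set before the data were examined, apart from those described as added later. Genes are named by a rule of the same kind: the genes whose expression the paper reports singly (*rost*, *stmA*, *CG7488*, *tsh*, *zfh2*, *FER*), *zld*, *brat* and *Act5C*, and at later NC14 the 3 largest rises and 3 largest falls past the thresholds, with every *brat*-mutant embryo beyond every *HisRFP* embryo and a group mean of at least 5 CPM. A fold against a group whose libraries all have 3 reads or fewer is given as a lower bound, computed against 3 reads. Replicate letters in the sample labels are the only source of a pairing between genotypes, and no record of what the letters stand for was found, so the fits are unpaired and the letter entered as a block only as an alternative. The other alternatives were edgeR's RLE factors, library totals without a composition factor, DESeq2's Wald test, edgeR's filterByExpr, no filter beyond 1 read, all groups in a common fit, each library left out in turn and, for set scores, the logarithmic scale, no z score and the median over genes. The input of the k-means clustering was changed from profiles of both genotypes to profiles of *HisRFP* embryos after the first result had been seen.

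The tests were tested on simulated data, drawn from the means and dispersions of the later NC14 libraries with 200 genes changed by a log2 fold change of 2 or 3 in either direction. With 4 libraries against 4, edgeR's test called 178 of the 200 (89%) in the right direction among 7773 genes tested, with 5 unchanged genes called. DESeq2's Wald test called 187 (93.5%), with 17 unchanged genes called, and the fit with the replicate block called 172 (86%), with 9. With 3 libraries against 3, edgeR's test called 159 (79.5%) among 7583 genes tested, with 6 unchanged genes called. Smaller changes were not simulated.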

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

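The tests for RNA from muscle in *HisRFP* oocyte B, for a difference between fly lines, for a single embryo or a delay behind *zld*, for older or younger *brat*-mutant and older *brat* het embryos and of other splits of the libraries were chosen only after the results were seen. A library was singled out where its gap to the nearest other library of its group took up most of the group's range (Dixon's test at 5%), which chance gives in about 1 in 20 groups. This held for 26 of 273 groups of 4 libraries (9.52%, against 5% by chance), and the measures are not independent, since they share libraries and genes.

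In *brat* het NC12 embryos, replicate C lay apart from the others in 6 measures. Its mean z score was 0.531 in cluster 5 (others -0.294 to -0.241), -0.140 in cluster 6 (others -0.403 to -0.365) and -0.114 in the later class of zygotic genes (others -0.447 to -0.440). It had 19.9 CPM of *CG7488* (others 26.5 to 27.3), 2.49 of *zfh2* (others 0.588 to 0.824) and 0.778 of *FER* (others 0.143 to 0.177). An older embryo than its label would raise early zygotic genes too, but the median excess of the early class was -1.09% of the *brat* het level at later NC14. RNA of later NC14 embryos mixed in would raise all classes alike, but the median excess rose from 0.188% (mid) and 1.74% (late) to 5.37% (later). Of 11 muscle genes with reads, 10 were higher in replicate C than the mean of the others (median log2 ratio 1.52), so RNA from muscle in the sample remains a candidate explanation. Replicate C also had reads on 12067 genes (others 8125 to 9109), and no other marker list was run for it. A rise in many otherwise silent genes would raise a muscle list too, so the result does not single out muscle. A biological explanation was not tested, since the replicates share a condition.

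In *HisRFP* oocytes, replicate B had a mean z score of 3.598 in cluster 5 (others -0.359 to -0.213). Without its 10 highest genes the score was 0.248, still above the others (-0.354 to -0.294), so those genes carry most of the score and not all of it. Among them, *CG14072*, *CG9702* and *Sfp38D*, named here after their values were seen, had 19.9, 18.1 and 5.69 CPM in replicate B and 0 reads in the other *HisRFP* oocytes. All 12 muscle genes of the list were higher in replicate B than the mean of the others (median log2 ratio 3.37), whereas of 25 marker genes of muscle, chorion-forming cells and fat body with reads 17 were higher. RNA from muscle thus remains a candidate explanation, and no biological explanation was tested.

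In *brat*-mutant early NC14 embryos, replicate C had 8958.5 CPM of *zld* (others 1942 to 3058) and 7654.5 CPM of *Act5C* (others 5836 to 5899). Without it the log2 fold change of *zld* was 1.07 (standard error 0.19, adjusted p = 0.00712), so this embryo alone does not account for the call. With replicate C kept, the adjusted p ran from 0.000263 to 0.0524 over the other alternatives, and the call was lost at the highest, without *HisRFP* replicate A. With the log2 CPM of *Sxl* as a covariate the log2 fold change was 1.73, but whether the *Sxl* level tells male from female embryos in these libraries was not tested, and the difference cannot be told apart from different numbers of males and females. *zld* was higher than in *HisRFP* NC13 embryos by 1.01 on the log2 scale (exact permutation test over 35 relabellings, p = 0.114), and the difference cannot be told apart from a delay of the mutant embryos to NC13 levels. For *Act5C* no explanation was tested.

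For the other measures in which a library stood apart, no explanation, technical or biological, was tested. In *HisRFP* embryos they were *stmA* at NC10 in replicate D (105 CPM, others 92.1 to 93.1), *rost* at later NC14 in D (12.8 CPM, others 0.740 to 2.65), and at NC12 replicate C for cluster 1 (-0.375, others 0.164 to 0.269), the mid class (-0.511, others -0.588 to -0.575) and *CG7488* (19.5 CPM, others 22.1 to 22.3). In *brat* hets they were the total of NC10 replicate B (13899546 reads, others 15644942 to 15929064), later NC14 replicate D for cluster 5 (0.467, others 0.759 to 0.791) and *rost* (13.1 CPM, others 1.16 to 1.82), and oocytes C for cluster 4 (-0.469, others -0.718 to -0.693) and A for cluster 6 (-0.0689, others 0.0284 to 0.0443). In *brat* mutants they were NC10 replicate A for cluster 5 (-0.0885, others -0.236 to -0.216), the mid class (-0.570, others -0.606 to -0.603) and the later class (-0.188, others -0.408 to -0.392), and NC12 replicate B for cluster 5 (-0.0886, others -0.235 to -0.210). At later NC14 they were *brat*-mutant replicates A for cluster 2 (-0.801, others -0.951 to -0.934), C for the early class (0.851, others 1.19 to 1.23) and B for *stmA* (20.3 CPM, others 36.9 to 40.2).

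The difference between *brat*-mutant and *HisRFP* embryos in cluster 5 was larger at later than at early NC14 by 1.52 in mean z score (exact permutation test over relabellings within both stages, p = 0.0286, adjusted p = 0.129, unadjusted p from 0.0261 to 0.125 over the alternatives). Such relabellings test for no difference at either stage, so the p does not measure the excess itself. Whether *brat*-mutant embryos were younger at early NC14 was not tested for this cluster. In mean z score every *brat*-mutant embryo was above every *HisRFP* embryo at both stages, but in mean log2(CPM + 1) the embryos overlapped at early NC14. The paper selected these genes for being higher in the same libraries, which fixes the direction of the difference but not its stage: the difference was smaller at later than at early NC14 in clusters 1 (0.387 and 0.886), 2 (0.488 and 1.49) and 3 (0.617 and 0.990), and larger in cluster 4 (1.59 and 1.04). The clusters group genes by their time course in the same study, so the stage is not an independent finding for cluster 5. At later NC14, 1080 genes were past the thresholds, and with *Sxl* as a covariate, added after the data were seen, these were 1167 (623 higher, 567 of them the same genes, and 544 lower, 429 of them the same). Whether the *Sxl* level tells the sexes apart was not tested, so these genes as a whole cannot be told apart from different numbers of males and females. *Cyp4e2* and *CG32373* were also called in oocytes, which have no embryonic sex, so the sex of the embryos does not account for them. Older *brat*-mutant embryos would lower clusters 1 to 4, which were higher by 0.572, but these genes were selected for being higher, and 1457 other genes that fall in *HisRFP* embryos had a median log2 fold change of -0.105. Younger embryos would lower the mid and late classes, which were higher by 0.250 (exact permutation test, p = 0.257), a difference too uncertain to exclude younger embryos. Along the change from early to later NC14 in *HisRFP* embryos, *brat*-mutant embryos stood 0.0572 further (exact permutation test, p = 0.571). In *HisRFP* embryos the mean z score of cluster 5 went from -0.0990 to -0.104 over this interval, and its mean log2(CPM + 1) rose from 1.62 to 1.87, against 3.14 in *brat*-mutant embryos at later NC14, so a shift in age within it does not account for the difference in cluster 5, and embryos past it were not sampled. An effect of the genotype on cluster 5 remains possible, as a hypothesis, since it was found and tested on the same libraries.

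*brat* het embryos at NC12 and later NC14 were compared with *HisRFP*, a comparison that the paper's text and Fig. S1 describe for oocytes and NC10 only. There were 303 genes past the thresholds at NC12 (157 higher and 146 lower) and 282 at later NC14 (162 and 120). Cluster 5 was higher in *brat* hets at later NC14 by 0.798 (exact permutation test, p = 0.0286), and lower than in *brat*-mutant embryos by 0.976, with every embryo beyond every embryo of the other group (p = 0.0286). Lower depth does not account for it, since the difference was 0.814 after all libraries were thinned to the lowest total. Older *brat* het embryos would raise the late class, which differed by -0.172 (exact permutation test, p = 0.714). The embryos of both groups overlapped in this class, so older *brat* het embryos are not excluded. The difference at NC10 was 0.261, and the excess over it at later NC14 was 0.537 (exact permutation test, p = 0.0767). Labels were exchanged within both stages, which tests for no difference at either stage and not for equal differences. The test thus cannot decide whether a difference between the fly lines gives the pattern, and such a difference need not be equal at both stages. A dose effect of *brat* on cluster 5 may also contribute. The permutation was unpaired, although same-lettered *brat* het and *HisRFP* libraries deviated together at later NC14 with a mean r of 0.228.

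Splits of the libraries of each comparison that part every same-lettered pair number 8 (4 at NC13), and in each of the 14 comparisons 1 of them, the real one, gave as many genes past the thresholds. A share under 0.05 is out of reach with so few splits of this kind, which on their own leave a chance split open. In the other splits of this kind at most 6 genes were past the thresholds. The splits that keep some same-lettered libraries together, 27 per comparison and 6 at NC13, never gave as many genes as the real one and reached at most 12, so that the real split was the only one of all 35 (10 at NC13) to give its number of genes.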

How the results depend on the processing

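The *Sxl* covariate, the profiles of both genotypes and leaving out libraries in the tests of later against early NC14 were chosen only after the result was seen. Of 1682 values recomputed under an alternative, 1447 kept their direction and their side of the threshold or stayed within the limit set for a count or a spread, 23 became weaker, 27 stronger, 148 moved and 37 reversed. Replicate correlations account for 41 of those that moved. The cause of a change was not tested unless stated. Counts of genes at later NC14 stayed within a factor of 1.5 under all alternatives run for *brat*-mutant against *HisRFP* embryos (527 to 734 higher and 345 to 544 lower, the latter with the *Sxl* covariate), as did the genes that were higher at NC10 (107 to 181) and early NC14 (617 to 964). *brat* het counts against *HisRFP* did so too at NC10 (114 to 161 higher and 75 to 112 lower) and NC12 (125 to 209 and 98 to 174). *zfh2* and *FER* had too few reads for a value in oocytes and at NC12, as had *FER* at NC10, and some alternatives gave no value for *zfh2* at NC10 and for both at NC13.

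With DESeq2's Wald test, 118 genes were higher and 223 lower in *brat*-mutant than in *HisRFP* oocytes, and 469 and 172 at NC13. *brat* het oocytes had 253 genes higher and 136 lower than *HisRFP*, and *brat* het embryos 213 lower at later NC14. Against *brat* hets, *brat* mutants had 26 genes higher and 24 lower at NC10, 79 lower at NC12, and 213 higher and 117 lower at later NC14. The share of genes changed in *brat*-mutant oocytes that were also changed in *brat* hets was 38.7%, clusters 5 and 6 had 40 genes higher at NC10 and 33 at NC13, and the log2 fold change of *zfh2* at NC10 turned to 0.20.

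With all groups in a common fit, 154 genes were higher and 430 lower in *brat*-mutant oocytes, and 654 and 164 at NC13. edgeR's RLE factors and library totals each gave 2 genes higher in *brat*-mutant than in *brat* het NC10 embryos. Library totals also gave 37 genes lower in *brat* het than in *HisRFP* oocytes and turned the log2 fold change of *zld* at NC10 to 0.0044. They took the excess of the mid class at later over early NC14 to 0.422 (exact permutation test, p = 0.0465). filterByExpr gave 61 genes lower in *brat*-mutant oocytes, and no filter beyond 1 read gave 362 genes higher and 127 lower at NC13. The share of genes in rising groups was 26.02% with k = 4 and 25.4% with profiles of both genotypes. Medians over genes took the excess of the late class at later over early NC14 to 0.499 (exact permutation test, p = 0.0457), the early class at later NC14 to -0.00407 and the later class over NC12 to early NC14 to -0.00616. On z scores of log2(CPM + 1), the excess of cluster 6 at later over early NC14 was -0.0667.

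With the replicate letter as a block, the counts for *brat*-mutant against *HisRFP* were 68 lower in oocytes, 156 higher and 77 lower at NC12, and 7 higher and 0 lower at NC13, where 913 genes had an unadjusted p under 0.05. *brat* het oocytes had 14 genes higher and 7 lower than *HisRFP*. Against *brat* hets, the block gave 2 genes higher and 1 lower at NC10, 74 lower at NC12, and 62 higher and 6 lower at later NC14. The share of genes of *brat*-mutant oocytes also changed in *brat* hets was 13.6%, and clusters 5 and 6 had 14 genes higher at NC12, 0 at NC13 and 15 at early NC14. The block turned the log2 fold changes of *tsh* (0.21) and *zfh2* (0.46) at NC10 and of *FER* at early NC14 (0.33). With labels exchanged only within a letter, as a block, the excess of cluster 5 at later over early NC14 (1.52) had an exact permutation p of 0.125 over 256 exchanges and was no longer past the threshold. The later NC14 difference (1.77) dominates this excess, and 4 pairs alone allow no exact p under 0.125. The lost call therefore decides nothing.

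Leaving out a library at a time, the counts of *brat*-mutant against *HisRFP* ran from 33 to 53 higher and 19 to 99 lower in oocytes, 57 to 167 lower at NC10, 35 to 197 higher and 7 to 70 lower at NC13, and 204 to 388 lower at early NC14. *brat* hets against *HisRFP* ran from 26 to 262 higher and 13 to 145 lower in oocytes and from 89 to 170 higher at later NC14. *brat* mutants against *brat* hets ran from 26 to 81 higher in oocytes, 1 to 13 higher and 3 to 25 lower at NC10, 51 to 85 higher at NC12, and 73 to 117 higher and 13 to 49 lower at later NC14. The excess at later over early NC14 ran from 1.38 to 1.63 in cluster 5, 0.309 to 0.518 in the mid class, 0.273 to 0.557 in the late class and 0.456 to 0.866 in the later class. At later NC14 cluster 6 differed by 0.308 to 0.585 and the later class by 0.423 to 0.833, and over NC12 to early NC14 the later class by 0.0267 to 0.0611.

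The same fits turned the sign of some small log2 fold changes of single genes. These ranged from -0.0025 to 0.15 (*stmA*), -0.0058 to 0.66 (*zld*) and -0.0599 to 0.14 (*Act5C*) in oocytes. At NC10 they ranged from -0.0256 to 0.0921 (*rost*), -0.71 to 0.79 (*tsh*), -0.45 to 0.36 (*zfh2*), -0.17 to 0.12 (*zld*) and -0.0108 to 0.14 (*Act5C*), and at NC12 from -0.0258 to 0.23 (*tsh*), -0.030 to 0.24 (*zld*) and -0.10 to 0.0313 (*Act5C*). At NC13 the ranges were -0.97 to 2.13 (*FER*) and -0.0786 to 0.22 (*Act5C*), at early NC14 -0.0106 to 0.50 (*tsh*) and -1.04 to 0.82 (*FER*), and at later NC14 -0.11 to 0.0798 (*Act5C*). Named genes also crossed the threshold without a change of sign, 4 weaker and 12 stronger under other alternatives and 14 weaker and 5 stronger with a library left out.

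Depth limits the classes of zygotic genes most: of 88 later-class genes, 11 had enough reads to be tested at NC12 and 31 at NC13. The NC13 counts rest on 3 embryos of each genotype, and changes smaller than a log2 fold change of 2 were not simulated.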

Differences from the paper's values

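The tests in this part were not chosen after the result was seen, and each alternative named is among those set before the data were examined unless stated. In oocytes the paper's supplement gives 158 genes higher and 334 lower in *brat* mutants than in *HisRFP*, against 50 and 34 here. With DESeq2's Wald test, the paper's tool, these were 118 and 223, and with all groups in a common fit 154 and 430, both within a factor of 1.5 of the paper's numbers. The gap stayed with edgeR's RLE factors (50 and 35), library totals (54 and 26), the replicate letter as a block (50 and 68), filterByExpr (73 and 61), no filter beyond 1 read (48 and 47) and each oocyte left out in turn (33 to 53 and 19 to 99).

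The lowest Pearson correlations between replicates were higher here than in the paper. They were 0.956 in *HisRFP* oocytes against the paper's about 0.65 in Fig. S3, read by eye, 0.988 in *brat*-mutant oocytes against the paper's about 0.86 in Fig. S3, read by eye, and 0.990 in *brat* het oocytes against the paper's about 0.86 in Fig. S3, read by eye. In *HisRFP* NC10 embryos the value was 0.993 against the paper's about 0.93 in Fig. S3, read by eye, and in *brat*-mutant early NC14 embryos 0.991 against the paper's about 0.93 in Fig. S3, read by eye. On CPM without the logarithm they were 0.606, 0.837, 0.859, 0.916 and 0.917 in the same order, which closed the gap in each group. Spearman's coefficient (0.929, 0.969, 0.977, 0.977 and 0.965) and a filter on genes with at least 10 CPM in every library (0.916, 0.958, 0.969, 0.961 and 0.975) did not close the gap.

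The paper states that most genes of clusters 1 to 4 are bound by BRAT, and by the marks in its Table S1 the share is 45.0%, with cluster 1 at 50% and each of the others below.

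The legend of Fig. 4d gives *rost*, *stmA* and *CG7488* as increased in *brat*-mutant embryos at all time points, and does not say whether oocytes are included. The log2 fold change of *rost* was -0.42 in oocytes and 0.03 at NC10, and at later NC14 it was 2.37 with an adjusted p of 0.0515, outside the threshold. *rost* was called at later NC14 with edgeR's RLE factors (0.0425), DESeq2's Wald test (0.0322), the replicate letter as a block (0.0279), no filter beyond 1 read (0.0230), all groups in a common fit (5.70e-05) and without *HisRFP* replicate D (0.00312), and over all alternatives its adjusted p ranged from 5.70e-05 to 0.112. *stmA* and *CG7488* had positive log2 fold changes at all stages, from 0.08 and 0.26 in oocytes, and were called at NC13, early NC14 and later NC14, the NC13 calls being lost with the replicate letter as a block.

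The paper states that clusters 5 and 6 were not increased in *brat* mutants before later NC14. Here the mean z score over NC12 to early NC14 was higher by 0.315 in cluster 5 (exact permutation test, p = 2.04e-05) and by 0.250 in cluster 6 (exact permutation test, p = 0.000102). The paper selected these genes for being higher in the same libraries at some stage, which alone can raise these scores.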

Other observations

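The tests of a difference between fly lines at NC10 and in oocytes, of the genes next to *brat* and of whether a library carries the *drl* difference were chosen only after the result was seen. Genes in this part outside the naming rule (*drl*, *pigeon*, *CG17568*, *CG46059*, *gammaTub37C*, *abd-A*, *Ubx*, *kni*, *knrl*, *ems*, *btd*, *oc*, *lab*, *Dfd*) were chosen after their values were seen.

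Clusters 5 and 6 were higher in *brat*-mutant than in *HisRFP* embryos before later NC14. If the selection of the genes on the same libraries were the cause, zygotic genes selected without the earlier embryos would show no difference, and 56 genes of the zygotic classes called higher at later NC14 differed by 0.00915 over NC12 to early NC14 (exact permutation test, p = 0.825). Stage by stage these 56 genes differed by 0.0314 at NC10 (exact permutation test, p = 0.0286, the smallest possible), 0.0442 at NC12 (p = 0.0571), 0.0374 at NC13 and -0.0542 at early NC14, so a small early difference is not excluded. At NC10 clusters 5 and 6 together were higher by 0.329, against 0.282 at NC12, but zygotic transcription starts before NC10, so this does not separate a difference between fly lines from early activation. In oocytes, which precede it, the difference in mean log2(CPM + 1) was 0.0819 (exact permutation test, p = 0.514), and in mean z score -0.741 in cluster 5 (p = 1, with the outlying replicate B) and 0.118 in cluster 6 (p = 0.2). On the same scale *brat* het oocytes differed from *HisRFP* by 0.418, and *brat*-mutant from *brat* het oocytes by -0.336 (mean log2(CPM + 1), exact permutation test, p = 0.0286 for each). *brat* hets were also higher than *HisRFP*, by 0.239 at NC10 and 0.364 at NC12, while *brat* mutants differed from *brat* hets by 0.0902 at NC10 (exact permutation test, p = 0.0857) and -0.0820 at NC12 (exact permutation test, p = 1). The NC12 value rests on *brat* het replicate C, which stood apart: without it, left out after the data were seen, *brat* mutants were higher than *brat* hets by 0.0858 (exact permutation test, p = 0.0571), and *brat* hets higher than *HisRFP* by 0.196 (p = 0.0286). In cluster 5 every *brat*-mutant embryo was then above every *brat* het embryo, by 0.0818 on average (exact permutation test, p = 0.0857), so a smaller difference that follows *brat* is not excluded. The early difference cannot be told apart from the selection of the genes or from a difference between fly lines.

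*drl* (2L from 19190342 to 19208621 on the plus strand), which lies near *brat*, was at 155 ± 19.4 CPM in *brat*-mutant and at most 0.469 CPM in *HisRFP* oocytes (n = 4 each), and at least 441-fold higher, and at NC10 at least 798-fold higher. Its means in *brat*-mutant embryos were 198 CPM at NC10, 227 at NC12, 229.7 at NC13, 219 at early NC14 and 18.9 at later NC14, against 0.103, 0.160, 0.190, 1.40 and 4.21 in *HisRFP* embryos. *brat* het libraries had 156, 0, 0 and 0.434 CPM in oocytes A to D, 194, 0.271, 0.123 and 149.7 at NC10, 155 to 184 at NC12 and a mean of 15.5 at later NC14. In the annotation 0 genes overlap *drl*, and 8 of 8 *brat*-mutant oocytes and NC10 embryos were above every *HisRFP* library of the stage, so neither reads of an overlapping gene nor a single library accounts for the difference. In *brat* het NC10 embryos A and D, with *drl*, *CG17568* was at 17.3 and 24.1 CPM, against 36.3 and 33.8 in B and C. *brat* was at 585 and 390 CPM against 896 and 953. Oocyte A, with *drl*, had the lowest *CG17568* (20.1 CPM, others 43.7 to 51.9) and *brat*, but not the lowest *pigeon*. High *drl* thus mostly went with lower neighbouring genes. A difference between the chromosomes of the lines would give this, but the allele per library is not given and no test was run.

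*CG17568* and *pigeon*, next to *brat*, were lower in *brat*-mutant oocytes, with log2 fold changes of -1.36 (adjusted p = 0.00267) and -1.69 (adjusted p = 0.00924). Loss of a copy of the region around *brat* would lower its genes in general, but the median log2 fold change of the 23 genes tested within 100000 bases was 0.0653. Loss of a copy on the side of higher coordinates alone would be near -1 at NC10 too, where *pigeon* was at -1.08, and it remains a candidate explanation. In between, *gammaTub37C* went against it at NC10 (-1.01 in oocytes and -0.14 at NC10). *CG46059*, with means of at most 2.65 CPM, went with it (-1.46 in oocytes and -1.43 at NC10).

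Compared with *brat* het oocytes, *brat*-mutant oocytes had 476 genes lower. RNA from muscle or fat body in the *brat* het samples would raise nearly all of their marker genes, and 5 of 8 muscle genes and 1 of 3 fat body genes with reads had a higher mean in *brat* hets, too few genes to exclude either. For chorion and vitelline membrane genes this held for 8 of 10, with a median log2 ratio of 5.00, and the pattern cannot be told apart from RNA of chorion-forming cells around the oocytes. *Cp15* was higher in *HisRFP* than in *brat*-mutant embryos at later NC14, and 7 of 9 such genes with reads were higher, *Cp15* among them (6 of the other 8), so that carry-over of RNA from those cells cannot be told apart from another cause. Mean *Cp15* in *HisRFP* embryos was 19.3 CPM at NC10, 28.3 at NC12, 0.0295 at NC13, 0.0293 at early NC14 and 18.9 at later NC14. It was thus not higher than in *brat*-mutant embryos at NC13 (0.0846) and early NC14 (0.354), and its level followed no steady course.

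*brat* mRNA was higher in *brat*-mutant embryos at early NC14, with a log2 fold change of 3.26. Among 208 other genes of cluster 1 that Table S1 marks as bound by BRAT, whose median was 1.83, this lies at percentile 90.4, so *brat* mRNA may be retained together with other maternal mRNAs.

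*abd-A* was lower in *brat*-mutant embryos at later NC14, with a log2 fold change of -4.55 (adjusted p = 0.00172), as was *Ubx*, with -2.70 (adjusted p = 0.0173). Loss of abdominal patterning would lower *kni*, which was at -1.85 (adjusted p = 0.0346), and *knrl* was at -1.46, not past the threshold. Of the head genes *ems* (-2.31), *btd* (-1.90), *oc* (-1.17), *lab* (-1.02) and *Dfd* (-0.18), all were lower and none was past the threshold. At early NC14 *lab* (2.26), *btd* (1.46) and *oc* (0.63) were higher, and *ems* (-0.46) and *Dfd* (-1.53) lower. *kni* (-2.92) and *abd-A* (-1.53) were lower there too, and none of these early values was past the threshold. The pattern at later NC14 cannot be told apart from loss of abdominal patterning or from a broader change in patterned genes.

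More genes were past the thresholds at early NC14 (1089) than at NC12 (385). Younger *brat*-mutant embryos at early NC14 were not tested for as a cause and are not excluded. Higher depth does not account for the difference in number, since after thinning to 9698805.5 reads 996 genes were past the thresholds, 694 of the 714 higher and 253 of the 282 lower being the same genes.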
